# Multi-omics analysis revealed the role of CYP1A2 in the induction of mechanical allodynia in type 1 diabetes

**DOI:** 10.3389/fgene.2023.1151340

**Published:** 2023-03-23

**Authors:** Hongjin Chen, Chenlong Liao, Xiaosheng Yang, Han Zhou, Yiwei Wu, Qiuyang Sun, Shuo Li, Wenchuan Zhang

**Keywords:** diabetic peripheral neuropathy, mechanical allodynia, lipid metabolism disorders, untargeted lipidomics, transcriptomics

## Abstract

**Background:** Mechanical allodynia (MA) is one of the leading clinical symptoms of painful diabetic peripheral neuropathy (PDPN), which is a primary reason for non-traumatic amputations, foot ulceration, and gait abnormalities in patients with diabetes. However, the pathogenic mechanisms of MA have not yet been fully elucidated, and there is no effective treatment. This study aims to study the potential pathogenetic mechanisms of MA and to provide targets for the therapy of MA.

**Methods:** A single intraperitoneal injection of streptozotocin induced type 1 diabetes in rat models. Subsequently, rats were divided into the control group, the diabetic group without MA, and the diabetic group with MA based on weekly behavioral assays. The differentially expressed lipids in the sciatic nerve of each group were detected using untargeted lipidomics, and the differentially expressed genes in the sciatic nerve of each group were detected by transcriptomics. The pathogenesis of MA was predicted using integrated analysis and validated by immunofluorescence staining and transmission electron microscopy.

**Results:** Untargeted lipidomics revealed the accumulation of a more severe lipid in MA rats. Transcriptomics results suggested that differentially expressed genes in MA rats were primarily related to lipid droplets and myelin sheath. Integrated analysis results indicated that the downregulation of Cytochrome P450 1A2 (CYP1A2) expression was closely linked to lipid metabolism disorders. Immunofluorescence staining demonstrated that down-regulation of CYP1A2 expression occurred in MA rats. Transmission electron microscopy results showed that more severe lipid droplet accumulation and myelin sheath degeneration occurred in MA rats.

**Conclusion:** Our findings imply that the downregulation of CYP1A2 expression leads to disorders of lipid metabolism and further leads to lipid droplet accumulation and myelin sheath degeneration, which might ultimately lead to the development of MA. Therefore, our study contributes to promoting the understanding of the molecular mechanisms of MA and providing potential targets for the clinical treatment of MA.

## Introduction

Diabetes mellitus (DM) remains a public health problem, affecting 422 million people worldwide (Hagedorn et al., 2022). DM and its complications are a major global health threat. Global diabetes-related health expenditures were estimated at 966 billion dollars in 2021 and are projected to reach 1,054 billion by 2045 (Sun et al., 2022). Additionally, more than 50% of individuals with DM develop neuropathy, the primary form of diabetic peripheral neuropathy (DPN) (Morgenstern et al., 2021). Painful diabetic peripheral neuropathy (PDPN) is the most challenging situation of DPN, which is a primary reason for non-traumatic amputations, foot ulceration, and gait abnormalities in patients with diabetes (Said, 2007). Notably, one of the significant clinical symptoms of PDPN is mechanical allodynia (MA). Despite a large number of individuals with diabetes and the severity of PDPN consequences, few studies have been conducted on PDPN, and the understanding of PDPN remains inadequate. It is still unclear why some patients with diabetes develop PDPN while others do not. To improve the quality of life of PDPN patients and to reduce the heavy economic burden caused by PDPN, more research on the pathogenesis of PDPN is urgently needed. A recent study suggests that dyslipidemia may also cause DPN in addition to hyperglycemia (Elafros et al., 2022). Thus, we hypothesized that lipid metabolism disorders correlate with MA in patients with diabetes. Considering the difficulty of obtaining clinical nerve samples and the long modeling period of type 2 diabetes, we used the streptozotocin (STZ)-induced type 1 diabetic rat animal model to conduct the study.

Lipidomics is a significant branch of metabolomics, focusing on the specific or exclusive study of lipids and lipid mixtures, including both targeted and untargeted lipidomics (Wishart, 2019). Importantly, lipidomic analysis is becoming a valuable tool in biomedical research. It can be used to discover biomarkers for the early diagnosis and prognosis of many diseases and to understand their biological functions (Yoon et al., 2022). As a result, understanding changes in lipid metabolism and their trafficking has mainly contributed to understanding the mechanisms behind various human diseases, including cancer, neurodegenerative diseases, diabetes, and obesity (Adibhatla and Hatcher, 2008; Lu et al., 2014). Transcriptomics is the complete set of transcripts in a cell, and their quantity, for a specific developmental stage or physiological condition. Understanding transcriptomics is essential for interpreting the genome’s functional elements, revealing the molecular constituents of cells and tissues, and understanding development and disease (Wang et al., 2009). Furthermore, multi-omics is a powerful and helpful approach to unraveling the molecular mechanisms of diseases (Xicota et al., 2019).

Cytochrome P450 1A2 (CYP1A2) encodes a member of the cytochrome P450 superfamily of enzymes. The cytochrome P450 proteins are monooxygenases that catalyze many reactions in drug metabolism and the synthesis of cholesterol, steroids, and other lipids. CYP1A2 is an anti-inflammatory CYP enzyme in humans. It primarily metabolizes arachidonic acid to distinct regioisomers of epoxyeicosatrienoic acids (EETs) to exert anti-inflammatory effects (Kwon et al., 2021). Notably, various drugs must be metabolized by CYP enzymes to exert their pain-relieving effects (Ingelman-Sundberg, 2004).

In the present study, we examined the differentially expressed metabolites and differentially expressed genes of rats in the control group (CON group), the diabetic group without MA (MA (−) group), and the diabetic group with MA (MA (+) group) by liquid chromatography-mass spectrometry (LC-MS) untargeted lipidomics and transcriptomics. We next found the regulatory network of differentially expressed genes and differentially expressed metabolites using multi-omics integrated analysis. Lipidomics and transcriptomics results were further validated by immunofluorescence staining and transmission electron microscopy. In conclusion, a more severe accumulation of lipid droplets and myelin sheath degeneration was found in the sciatic nerve of PDPN rats. Therefore, these results might be associated with the downregulation of CYP1A2 expression.

## Methods

### Animals

Sprague Dawley rats (200–240 g) were obtained from Shanghai Lab Animal Research Center. Rats were housed in specific pathogen-free conditions with free access to water and rat chow. All animal studies were approved by the Shanghai Jiao Tong University Animal Care and Use Committee and conducted by the Shanghai Jiao Tong University animal policies and guidelines established by the National Health and Family Planning Commission of China.

### Induction of type 1 diabetes

As previously reported (Liao et al., 2018), type 1 diabetes was induced by a single intraperitoneal injection of STZ (Solarbio, China) in rats. In brief, STZ was dissolved in citrate buffer (pH = 4.6) at a concentration of 1%. It was administered to the experimental group of SD rats *via* a single intraperitoneal injection at 60 mg/kg. The same volume of vehicle-injected control rats. Rats’ blood glucose levels were measured 3 days after injection using a blood glucose meter (Bayer Healthcare, United States ), and rats with a blood glucose level less than 11.1 mmol/L were injected intraperitoneally with STZ again. Body weight and blood glucose levels were measured weekly in all animals.

### Behavioral tests

As previously described, behavioral tests for MA were performed every week by von Frey filaments (North Coast, United States ) (Zhou et al., 2022). In brief, rats were separately placed in transparent plexiglass chambers on an elevated metal grid floor with 1 cm holes and probed from below. Subsequently, fibrils of various thicknesses (in this case, 1.4, 2, 4, 6, 8, 10, 15, and 26 g-force) were used to stimulate the hind paw of rats. The experiment begins by testing the response to the 10 g filament. Next, stimulation with thinner filaments was used if the rat exhibited a positive reaction, such as foot withdrawal. Conversely, if there was no positive response, the subsequent stimulation with thicker filaments was used instead. This continues until at least four readings are obtained after different reactions appear for the first time. If the force to be used is higher than 15 g or lower than 1.4 g, the threshold on this site is directly recorded as 15 g or 1.4 g, respectively (Deuis et al., 2017). The duration of each stimulation was 5 s, and the interstimulus interval was 15 s. The 50% paw withdrawal threshold (PWT) was determined by the up-down method of Chaplan et al. (Chaplan et al., 1994). On day 28 following STZ injection, diabetic rats were divided into the MA (+) group (the diabetic group with MA, PWT≤8 g) and the MA (−) group (the diabetic group without MA, PWT≥15) based on the results of the PWT.

### Extraction of the sciatic nerve in rats

Rats were anesthetized and secured in the supine position on a dissecting board, the chest cavity was opened to expose the heart, and then the pillow was inserted into the left ventricle of the heart, followed by clipping of the right auricle and infusion of 100 ml saline. Bilateral sciatic nerves were harvested from rats within 15 min after completion of perfusion, placed in liquid nitrogen for temporary storage, and later transferred to a negative 80 °C refrigerator for storage.

### LC/MS-based lipidomics

20 mg of tissue was added to 300 μl of water-methanol (V: V = 1:1, containing internal labels GCA-C13, CDCA-D4, CA-D4). Two tiny steel beads were added, placed at −20 °C for 2 min at a pre-chill temperature, and then added to the grinding machine (60 Hz, 2 min). Followed by adding 300 μL of chloroform, vortexing for 30 s, sonicating for 10 min, and leaving for 20 min at −20 °C. Subsequently, it was centrifuged for 10 min (13,000 rpm, 4°C), and 200 μL of the bottom layer of chloroform was loaded into the LC-MS injection vial. In the centrifuge tube, 300 μL of chloroform-methanol (V/V = 2:1, containing 0.1 mM BHT) was added to the sample, vortexing and stirring for 30 s sonicated for 10 min in a bathtub of ice water. Following evaporation, the lipid pellet in the LC-MS flask was again dissolved with 300 μl of isopropanol-methanol (V/V = 1:1), vortex for 30 s, sonication for 3 min, 20 μl of internal labels mixed isotope solution was added to the solution. The solution was transferred to a 1.5 ml centrifuge tube and allowed to stand for 2 h at −20 °C. The supernatant was centrifuged for 10 min (13,000 rpm, 4°C), and 150 μl of the supernatant was loaded into the flask along with the internal standard. A lining tube was used to load the supernatant into the LC-MS injection vial, which was then used for LC-MS analysis. Quality control (QC) samples were prepared by mixing equal volumes of extracts from the samples.

#### Chromatographic conditions

The column temperature was 55°C. Mobile phase A was acetonitrile/water (V/V = 60:40, containing 0.1% FA and 10 mM NH4COOH). Mobile phase B was acetonitrile/isopropanol (V/V = 10:90, containing 0.1% FA and 10 mM NH4COOH). The flow rate was 0.35 mL/min, and the injection volume was 5 ul.

#### Mass spectrometry conditions

The mass spectrometry system was a Qtrap 5,500 detection system (AB Sciex, United States ) with an electrospray ionization (ESI) source and an Analyst 1.7 workstation. Optimized conditions for mass spectrometry were gas curtain gas at 40 psi, ion spray voltage at 4,500/5500 V, source temperature at 400 °C, nebulizer gas at 50 psi, and auxiliary heater gas at 55 psi. Schedule-MRM mode was used for the high-throughput analysis of over 1,000 lipids.

The lipidomics analysis method was similar to the previously reported (Zhao et al., 2022). We first used unsupervised principal component analysis (PCA) to observe the overall distribution across samples as well as the stability of the entire analysis process (Supplementary Figure S2A), and then supervised partial least squares analysis (PLS-DA) and orthogonal partial least squares analysis (OPLS-DA) were used to distinguish the overall differences in metabolic profiles between groups and find the differential metabolites between groups (Supplementary Figures S2C-D). The *t*-test (Student’s t-test) and Fold change analysis were used to compare metabolites between the two groups. Additionally, volcano plots can be used to visualize *p* values and Fold change values, which is beneficial for screening differentially expressed metabolites. Hierarchical clustering was performed for all significantly differentially expressed metabolites to visually show the relationship between samples and differences in metabolite expression between samples. Lastly, pathway enrichment analysis was carried out for differentially expressed metabolites based on the Kyoto Encyclopedia of Genes and Genomes (KEGG) database.

### Transcriptomics analysis

Genes were first filtered based on the count mean value, and only genes with a mean count value greater than two were retained for the subsequent analysis. The counts of each sample gene were normalized using DESeq2 software (BaseMean value was used to estimate the expression), the difference fold was calculated, and the NB (negative binomial distribution test) was used to test the significance of the difference. Finally, the different protein-coding genes were screened based on the different fold and significance test results. The default conditions for screening differences were q < 0.05 and foldChange >2. The volcano plot was used to understand the overall distribution of differentially expressed genes and to cluster the differential expression of each group. After the differentially expressed genes were obtained, Gene Ontology (GO) enrichment analysis was performed on to describe their functions. Furthermore, pathway analysis of differentially expressed genes was performed using the KEGG database. Sequencing data was conserved in the National Center for Biotechnology Information (NCBI) database with the Gene Expression Omnibus (GEO) accession number GSE226315.

### Integrated analysis of lipidomics and transcriptomics

The Pearson correlation calculation method was used to calculate the correlation between differentially expressed genes and differentially expressed metabolites. Correlation heat maps were drawn based on the differentially expressed genes and metabolites association analysis results. Additionally, association network maps were drawn based on the differentially expressed genes and metabolites association analysis (*p* < 0.05). KEGG Markup Language (KGML) is one of the KEGG database sublibraries that contains both the relationships of graphical objects in the KEGG pathway and the information on immediate homologous genes in the KEGG GENES database. This information allows the network relationships of genes and metabolites to be obtained, facilitating a more systematic study of the interactions between the transcriptome and the metabolite.

### Immunofluorescence staining (IF)

Briefly, rats were anesthetized and then perfused with 100 ml of saline solution and 100 ml of 4% paraformaldehyde. Within 15 min after completion of perfusion, the bilateral sciatic nerves were removed and fixed overnight in 4% paraformaldehyde at 4 °C. Subsequently, the bilateral sciatic nerves were transferred into a 30% sucrose solution for at least 1 week. Tissue embedded into the Tissue-Tek OCT compound (Sakura Finetek) was frozen-sectioned. Next, the sciatic nerve sections were stained using anti-CYP1A2 (5 μg/ml, Abcam, ab22717) and anti-S100β(dilution 1:1,000, Abcam, ab52642). Furthermore, ImageJ measured the fluorescence intensity of immunostaining.

### Transmission electron microscope scan (TEM)

For transmission electron microscopy, rats were perfused transcardially with physiological saline and then with fixatives (2.5% glutaraldehyde, 2% paraformaldehyde) before dissecting sciatic nerves. The sciatic nerves were dehydrated with acetone and then embedded in beam capsules for ultrathin sectioning (50 nm). Furthermore, the grids were stained with uranyl acetate for 15 min, followed by lead citrate for 1 min. Images were captured under the electron microscope following standard protocols.

### Statistical analysis

The sample sizes were selected based on statistical requirements and the accepted norms of similar studies. The data are shown as mean ± SD. All statistical analyses were performed in GraphPad Prism (9.5.0), and R. Transcriptomics analysis and graph generation were performed in R (version 3.5.1). DESeq2 (1.22.2) was used for DEGs analysis. Clusterprofile (4.6.0) was used for enrichment analysis. Ggplots (3.3.6) was used for plotting. Lipidomics analysis and graph generation were performed in R (version 3.6.2). Ropls (1.22.0) was used for multivariate statistical analysis. Stats (4.0.5) was used for univariate statistics. Pheatmap (1.0.12), ggplot (3.3.6), ggrepel (0.9.1), and dplyr (1.0.9) were used for plotting. Integrated analysis and graph generation were performed in R (version 4.2.0). Pheatmap (1.0.12), ggplot (3.3.6), ggrepel (0.9.1), and dplyr (1.0.9) were used for plotting. *p* > 0.05 is not considered statistically significant, ∗ indicating *p* < 0.05, ∗∗ *p* < 0.01, and ∗∗∗ *p* < 0.001.

## Result

### Some STZ-induced diabetic rats developed MA

To understand the changes in the rats following STZ induction, body weight, blood glucose, and behavioral testing was performed on rats (Figure 1A). Compared with the control group, the level of blood glucose was found to be dramatically increased in the MA (−) group and MA (+) group (Figure 1B). In contrast, the level of body weight was found to be decreased in MA (−) group and MA (+) group (Figure 1C) after STZ intraperitoneal injection. In addition, rats in the MA (+) group showed a significant decrease in PWT level compared to the control group, whereas the PWT level of rats in the MA (−) group did not change significantly (Figure 1D). Therefore, these results suggested that rats in both the MA (+) and MA (−) groups had high blood glucose levels and weight loss. However, only rats in the MA (+) group showed a reduction in pain thresholds following the induction of STZ.

**FIGURE 1:**
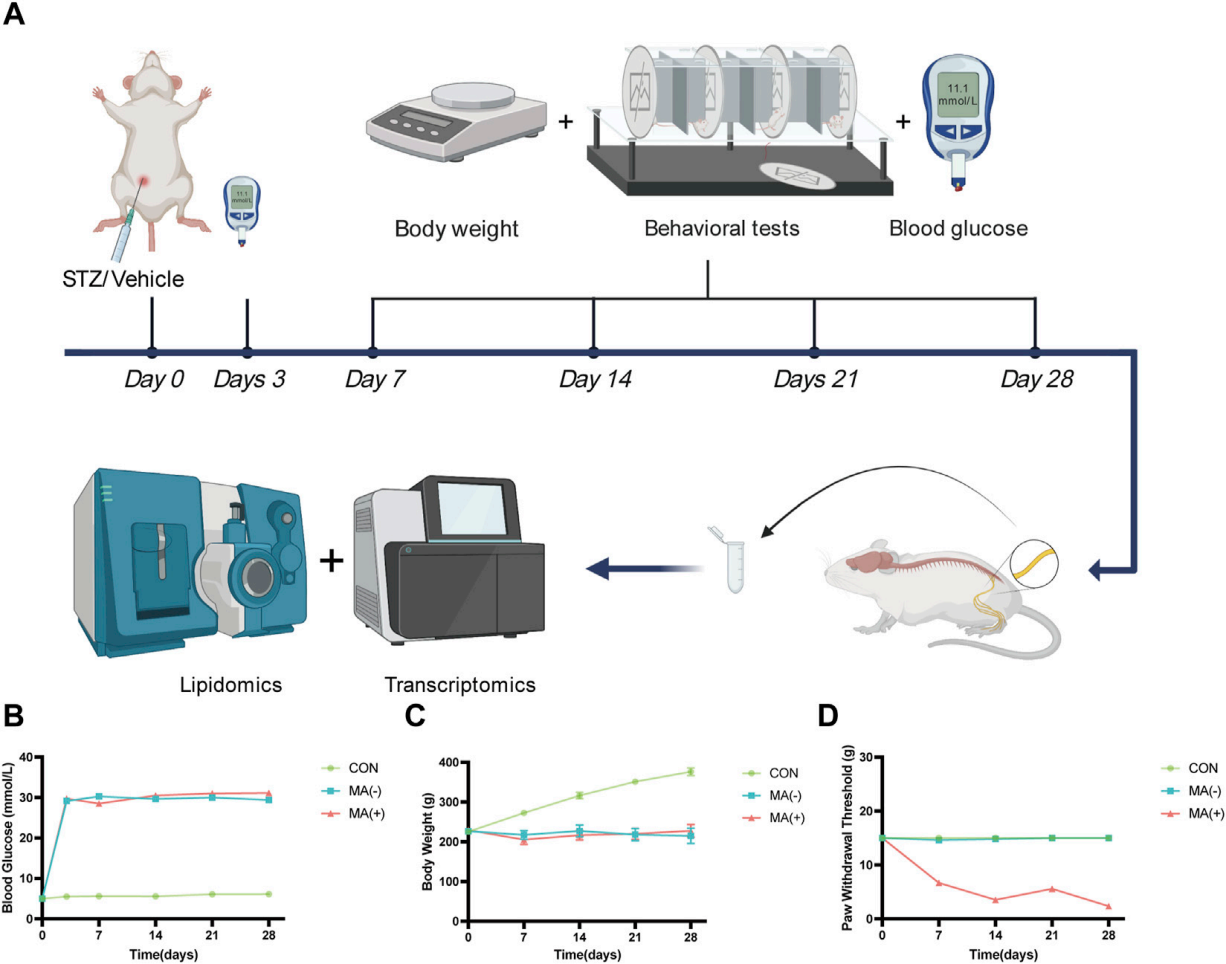
STZ-induced diabetic rats exhibit different pain phenotypes. **(A)**. Workflow of lipidomics and transcriptomics assay in STZ-inducted diabetic rats. **(B)**. The blood glucose levels of rats in the MA (+) and MA (−) groups were higher than those in the control group. **(C)**. The body weight levels of rats in the MA (+) and MA (−) groups were lower than those in the control group. **(D)**. The pain threshold in the MA (+) group was lower than in the MA (−) and control groups. Six rats in each group.

### More severe lipid accumulation was detected in the MA (+) group

To understand the lipid changes in each group, we examined the content of various lipid metabolites by untargeted lipidomics analysis. The heat map shows that both the MA (−) and MA (+) groups showed disturbed lipid metabolism compared to the control group. Moreover, the MA (+) group showed a higher expression of lipids. Comparing the MA (+) and MA (−) groups individually, similar results could be obtained (Figure 2A). Compared to the control group, 50 significantly expressed upregulated and 45 significantly expressed downregulated lipid metabolites were detected in the MA (−) group, 57 significantly expressed upregulated, and 25 significantly expressed downregulated lipid metabolites were detected in the MA (+) group. Also, 46 significantly expressed upregulated lipid metabolites and 7 significantly expressed downregulated lipid metabolites appeared in MA (+) group relative to MA (−) group (Figure 2B). KEGG enrichment map revealed that differentially expressed metabolites were mainly enriched in choline metabolism in cancer, amoebiasis, sphingolipid signaling pathway, retrograde endocannabinoid signaling, glycerophospholipid metabolism (Figure 2C: MA (−) vs CON). And choline metabolism in cancer, glycerophospholipid metabolism, amoebiasis, sphingolipid signaling pathway, and retrograde endocannabinoid signaling (Figure 2C: MA (+) vs CON). Differentially expressed metabolites between MA (+) and MA (−) groups were mainly enriched in metabolism-related pathways, including glycerophospholipid metabolism, choline metabolism in cancer, and linoleic acid metabolism (Figure 2C: MA (+) vs MA (−)). These results indicate that more severe lipid accumulation occurred in the MA (+) group, which may be associated with glycerophospholipid metabolism, choline metabolism in cancer, and the linoleic acid metabolism pathway.

**FIGURE 2:**
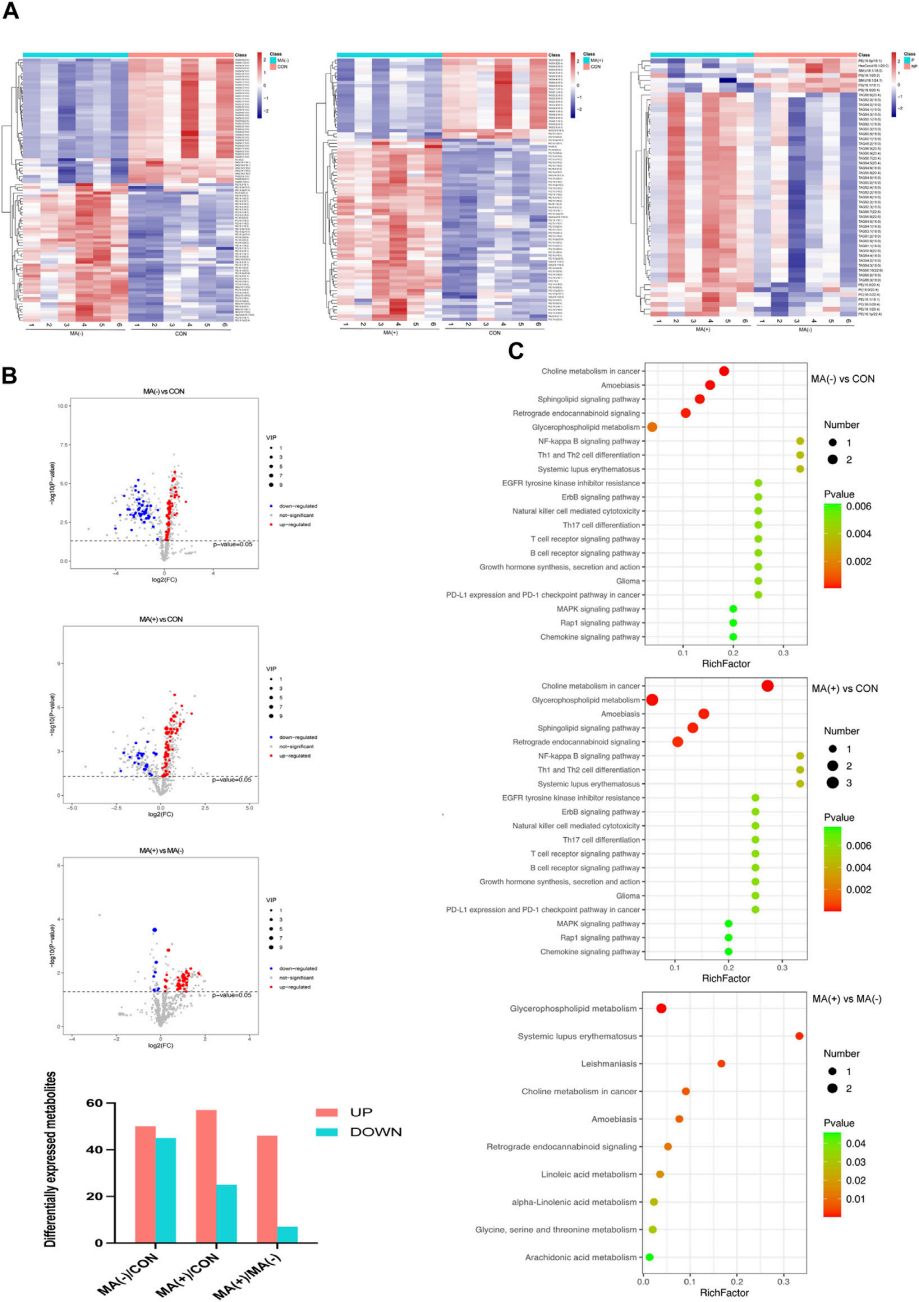
There were more elevated lipid metabolites in the MA (+) group. **(A)**. Heat map of differentially expressed metabolites hierarchical Clustering between different groups (n = 6). The color ranges from blue to red means low to high abundance of metabolite expression. **(B)**. Volcano Plot of differentially expressed metabolites between different groups. Red origin points mean significantly upregulated metabolites, blue origin points mean significantly downregulated metabolites, and gray points mean insignificant metabolites. **(C)**. Pathway enrichment map of differentially expressed metabolites between different groups. Green to red means a sequential decrease in *p*-value. The spot size increases mean the number of metabolites enriched in this pathway increases.

The development of MA is associated with lipid droplet formation and myelin degeneration.

To understand the alteration of genes in each group at the transcriptional level, we examined the mRNA expression levels of each group and performed transcriptomic analysis. 

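RNA was sequenced from the sciatic nerves of 9 Sprague Dawley rats, with 3 rats in each of the control (CON), MA (−) and MA (+) groups. The diabetic rats had received STZ, which destroys the insulin-producing cells of the pancreas, at 60 mg/kg, and were divided on day 28 by a paw withdrawal threshold of at least 15 g in the MA (−) group and at most 8 g in the MA (+) group. The authors deposited counts and FPKM values for each library, with 22601 entries named by gene symbol, 17568 named by transcript identifier and 4939 circular RNAs. All counts of gene symbols were whole numbers, and only these were used for the genes below. Gene counts summed to 19739780, 21118780 and 19439612 in CON replicates 1 to 3, with a median of 19739780. The sums were 18131350, 18456387 and 19728936 in the MA (−) group, with a median of 18456387, and 19865669, 19589164 and 17454907 in the MA (+) group, with a median of 19589164. The 10 most abundant genes took between 13.6% and 15.5% of the gene counts of a library. The counts of each pair of groups were normalized by edgeR's TMM method and tested with its quasi-likelihood test, in genes with a mean count over 2 in the 6 libraries compared, after the filter of the Methods. Genes were called at a fold change above 2 by the adjusted p-value (q) below 0.05 given in the Methods, and also by the unadjusted p-value below 0.05 printed in Figure 3. These numbers moved with the test, the filter and the rats included. No pair of libraries within a group differed by as little as the sampling noise, since the chi-square of their counts per degree of freedom was between 6.71 and 21.3, so each library was counted as 1 replicate.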

From the heat map, it can be found that the expression level of the mRNA was altered in the MA (−) and MA (+) groups compared to the control group, and there were also apparent differences between the MA (+) group and the MA (−) group as well (Figure 3A). 

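The distance between libraries was measured on the log2 CPM of the 500 genes that varied most among the 6 libraries of each comparison, chosen without using the groups, and so not on the differentially expressed genes of the heat map. An MA (−) and a CON library were on average 42.8 apart and 2 libraries of the same group 40.2, a difference of 2.62. For the MA (+) and CON groups, the mean distances were 41.8 between groups and 38.9 within them, a difference of 2.87. In each of these comparisons the real grouping gave the largest difference of the 10 ways to split 6 rats into 3 and 3 (one-sided exact permutation test, p = 0.1, the smallest p that 3 rats against 3 allow). This was lost when CON replicate 2 or MA (−) replicate 2 was left out of the first comparison, and CON replicate 2 or MA (+) replicate 1 out of the second, where 2 of 10 splits were as large (one-sided exact permutation test, p = 0.2 in each). Libraries of the MA (+) and MA (−) groups were 38.8 apart between groups and 39.7 within them. This difference of −0.916 was reached or exceeded by 8 of the 10 splits (one-sided exact permutation test, p = 0.8). With all genes tested in place of the 500, which moved the differences from the CON group most, the differences were 4.98, 5.54 and −1.05 in the same order.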

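Between the MA (−) and CON groups, 15801 genes were tested. At a fold change above 2, 16 were upregulated and 9 downregulated by an adjusted p-value below 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 186 were upregulated and 118 downregulated by the unadjusted p-value. Of all genes tested, 19.3% had no overlap between the 3 MA (−) and the 3 CON libraries, which chance gives for 10% of genes. The alternative that moved the adjusted count most was the DESeq2 test used by the paper, which called 85 genes in place of 25. The largest changes among the 25 genes were those of LOC108348122, Nr1d1, Cyp1a1, Tmprss13 and Cenpf. Nr1d1, a nuclear receptor of the circadian clock, rose from 8.45 ± 1.46 to 59.9 ± 16.7 CPM (SD, n = 3 rats per group), a log2 fold change of 2.82 (standard error 0.24, q = 0.0147 from edgeR's test with Benjamini-Hochberg adjustment). Tmprss13 fell from 10.9 ± 0.749 to 2.11 ± 0.711 CPM, a log2 fold change of −2.37 (standard error 0.21, q = 0.000794 from the same edgeR test with Benjamini-Hochberg adjustment). The log2 fold changes of the other 3 were −3.68 for LOC108348122, 2.62 for Cyp1a1 and −1.77 for Cenpf.
In the comparison of the MA (+) and CON groups, 15784 genes were tested. By the adjusted p-value, 17 were upregulated and 0 downregulated, and by the unadjusted p-value 172 were upregulated and 118 downregulated. DESeq2 called 64 upregulated and 24 downregulated genes by its adjusted p-value. With a rat left out, edgeR called between 5 and 103 by the adjusted p-value. The 103, with 55 upregulated and 48 downregulated, came without MA (+) replicate 2. Of all genes tested, 20.3% had no overlap between the groups, against 10% by chance. Acvr1c rose from 0.743 ± 0.0563 to 6.04 ± 1.78 CPM (SD, n = 3), a log2 fold change of 3.01 (standard error 0.28, q = 0.00653 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Calml3, Bin2a and Coch rose by 4.83, 3.58 and 3.23 on the log2 scale.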

Compared to the control group, 180 significantly expressed upregulated and 102 significantly expressed downregulated genes were detected in the MA (−) group, and 158 significantly expressed upregulated and 117 significantly expressed downregulated genes were detected in the MA (+) group. Moreso, 49 significantly expressed upregulated genes and 51 significantly expressed downregulated genes appeared in MA (+) group relative to MA (−) group (Figure 3B). 

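For the MA (+) and MA (−) groups, 15777 genes were tested, and 0 had an adjusted p-value below 0.05 and a fold change above 2. The lowest adjusted p-value was 0.190 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. By the unadjusted p-value, 54 genes were upregulated and 50 downregulated in the MA (+) group. Of all genes tested, 9.10% had no overlap between the groups, against 10% by chance. DESeq2 called 12 genes by its adjusted p-value, 9 of them upregulated. Of the genes that the paper's supplement lists for this comparison, the edgeR test called 34 of 49 upregulated and 30 of 51 downregulated genes by the unadjusted p-value.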

GO enrichment analysis was performed to further characterize differentially expressed genes’ functions. GO enrichment found that the differentially expressed genes in the MA (+) and MA (−) groups compared to the control group could be associated with forming lipid droplets and chronic inflammatory response. 

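The paper's supplement lists Ces1d, Cidec, Plin1 and Plin4 under the lipid droplet term in both comparisons with the CON group, Hsd17b13 for the MA (−) group only and Fabp4 for the MA (+) group only. Plin1 encodes perilipin 1, a coat protein of lipid droplets. It had 8.32 ± 2.48 CPM in the CON group, 28.3 ± 12.6 in the MA (−) group and 36.3 ± 7.68 in the MA (+) group (SD, n = 3 rats in each). Its log2 fold change was 1.77 in the MA (−) group (standard error 0.43, q = 0.205) and 2.12 in the MA (+) group (standard error 0.24, q = 0.0324), both against CON by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Cidec rose by 2.05 and 2.11 on the log2 scale in the MA (−) and MA (+) groups (q = 0.183 and 0.0907 from the same edgeR test with Benjamini-Hochberg adjustment). Hsd17b13 rose by 1.07 and 0.94 (q = 0.0389 and 0.114 from edgeR with Benjamini-Hochberg adjustment). The other 3 genes had log2 fold changes between 0.82 and 1.49, and none of them had an adjusted p-value below 0.05 in the edgeR test. DESeq2, the paper's test, gave lower adjusted p-values. With Benjamini-Hochberg adjustment in DESeq2, q was 0.00598 for Plin1, 0.00497 for Cidec and 0.00295 for Hsd17b13 in the MA (−) group, where Ces1d and Fabp4 did not pass, at 0.408 and 0.383. In the MA (+) group it was 9.95e-22 for Plin1, 9.95e-12 for Cidec, 1.78e-06 for Ces1d, 0.00487 for Fabp4 and 0.0252 for Hsd17b13, while Plin4 did not pass in either group. The mean log2 fold change of the 6 genes between the MA (+) and MA (−) groups was 0.22, with 5 genes higher and 1 lower, and 0 of them had an unadjusted edgeR p-value below 0.05. A set of 17 adipocyte genes outside the term rose along with these genes, by a mean log2 fold change of 0.99 in the MA (−) group and 1.20 in the MA (+) group against CON, with 15 genes higher in each.
Under the chronic inflammatory response term, the supplement lists, for the MA (+) and CON groups, Bdnf, Ccl11 and Spn. Spn rose by 1.16 in the MA (−) group (standard error 0.33, q = 0.156) and by 1.10 in the MA (+) group (standard error 0.29, q = 0.139) on the log2 scale, by the edgeR test with Benjamini-Hochberg adjustment. Ccl11 rose by 1.33 in the MA (+) group (standard error 0.43, q = 0.201 from the same edgeR test) and by 0.46 (standard error 0.44) in the MA (−) group. Bdnf had 4, 10 and 6 counts in the CON libraries and 0, 2 and 0 in the libraries of both diabetic groups. These are at or under the floor of 3 counts, and the CON mean was 2.12-fold above that floor in each comparison. This bound takes no account of counting error or of differences between rats. Bdnf did not pass the adjusted p-value in either group. Against CON, q was 0.213 in the MA (−) group and 0.212 in the MA (+) group (edgeR with Benjamini-Hochberg adjustment).

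**Figure D1:**
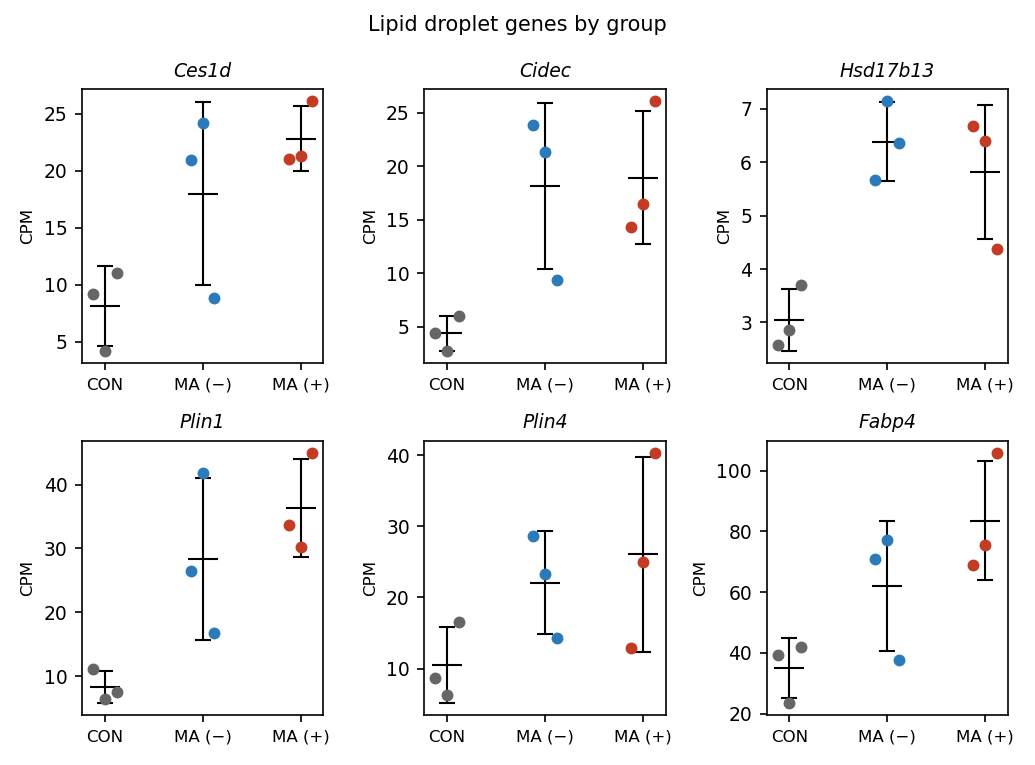
CPM of the 6 lipid droplet genes in each library by group, with the mean as a bar and the SD as whiskers (n = 3 rats per group). The 3 MA (+) libraries lie above the 3 CON libraries for Plin1, Cidec, Ces1d, Hsd17b13 and Fabp4, and overlap them for Plin4.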

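In each comparison with the CON group, the paper's supplement lists 20 genes under the oxidation-reduction process. In the MA (−) group, 18 of them passed the unadjusted p-value and a fold change above 2, 16 upregulated and 2 downregulated, and 4 passed the adjusted p-value. In the MA (+) group, 19 of 20 passed the unadjusted p-value, 14 upregulated and 5 downregulated, and 3 passed the adjusted one. Adjusted over the list alone, 18 and 19 genes passed, but the list was drawn from calls on the same libraries. The lowest adjusted p-values were 0.00927 and 0.00739 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. DESeq2 moved the count by adjusted p-value to 9 in each comparison. With a rat left out, edgeR gave 0 to 3 in the MA (−) group and 1 to 6 in the MA (+) group. By the unadjusted p-value, these fits gave 12 to 18 and 10 to 15.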

The oxidation-reduction process may be related to the occurrence of MA (Figure 3C: MA (−) vs CON, MA (+) vs CON). 

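Between the MA (+) and MA (−) groups, the supplement lists 4 genes under the oxidation-reduction process, Aldh18a1, Vkorc1l1, LOC108348083 and Cyp1a2. Vkorc1l1 fell from 3.80 ± 0.864 to 1.52 ± 0.251 CPM (SD, n = 3 rats per group), a log2 fold change of −1.32 (standard error 0.26, q = 0.549 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Aldh18a1 had a log2 fold change of −3.59 (standard error 0.81, q = 0.999 from the same edgeR test, q = 0.00513 from DESeq2 with Benjamini-Hochberg adjustment), with counts of 78, 34 and 12 in the MA (−) libraries and 1, 5 and 4 in the MA (+) libraries. The CON libraries held 3, 62 and 16 counts of Aldh18a1, so it varied widely among control rats as well. LOC108348083 had 8, 10 and 0 counts in the MA (−) libraries and 1, 0 and 0 in the MA (+) libraries. Its MA (−) mean was 2.03-fold above the floor of 3 counts. The groups overlapped, with 0 counts in MA (−) replicate 3 as well (two-sided exact permutation test on the CPM, p = 0.4). A lower level in the MA (+) group was thus not shown.
Among the genes listed under the endoplasmic reticulum membrane, Atp2a1 had 5, 194 and 21 counts in the MA (−) libraries and 9, 7 and 12 in the MA (+) libraries (log2 fold change −2.95). MA (−) replicate 2, which held the 194 counts, was also the library with the highest level of skeletal muscle genes. Jph1 had 218, 57 and 67 counts in the MA (−) libraries and 64, 48 and 50 in the MA (+) libraries (log2 fold change −1.09). Faah and Gcs1 had log2 fold changes of −3.17 and −2.44, and Faah ranged from 1 to 70 counts among the CON libraries. All 4 overlapped between the groups and had an adjusted p-value of 0.999 from edgeR's test with Benjamini-Hochberg adjustment.
The genes listed under the myelin sheath were Eno2, Hba1 and Hbb. Eno2, an enolase of neurons, had 23, 20 and 17 counts in the MA (−) libraries and 140, 32 and 478 in the MA (+) libraries, a log2 fold change of 3.49 (standard error 1.25, q = 0.999 from edgeR with Benjamini-Hochberg adjustment). Hba1 and Hbb encode haemoglobin chains, whose near-identical copies can share reads. They rose by 2.13 (standard error 0.93) and 2.16 (standard error 0.70) on the log2 scale, but the highest Hba1 count, 1368, was in a CON library. A set of 20 myelin genes had a mean log2 fold change of −0.0068 between the groups, with 12 genes higher and 8 lower and 0 with an unadjusted edgeR p-value below 0.05. Against the CON group the same set had means of −0.18 in the MA (−) group, with 18 of 20 genes lower, and −0.19 in the MA (+) group, with 16 of 20 lower. Much of each mean rests on Mobp and Mog, named after their values were seen. They fell by 0.90 and 0.68 in the MA (−) group (standard errors 0.54 and 0.73). In the MA (+) group they fell by 1.07 and 1.02 (standard errors 0.56 and 0.78).

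**Figure D2:**
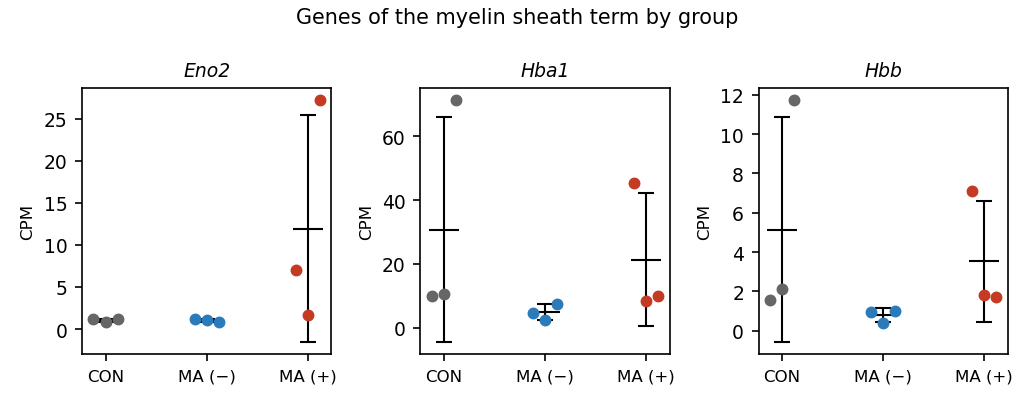
CPM of Eno2, Hba1 and Hbb in each library by group, with the mean as a bar and the SD as whiskers (n = 3 rats per group). For each gene the 3 MA (+) libraries lie above the 3 MA (−) libraries, while for Hba1 and Hbb the highest value is that of a CON library.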

GO enrichment analysis of differentially expressed genes between the MA (+) and MA (−) groups suggested that the oxidation-reduction process, endoplasmic reticulum membrane, and myelin sheath function may be involved in the development of MA (Figure 3C: MA (+) vs MA (−)). By enriching these differentially expressed genes *via* the KEGG pathway, we found that these pathways are primarily associated with the nervous system, neurodegenerative pathologies, and diverse metabolisms (Figure 3D). Thus, these results suggest that the development of MA may be related to metabolic disturbances of the nervous system.

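The supplement lists 46 genes of the MA (−) and CON comparison under KEGG pathways of the nervous system, neurodegenerative disease and metabolism. Of these, 45 were tested, and 40 passed the unadjusted p-value and a fold change above 2, with 33 upregulated and 7 downregulated. Some of the supplement's lists look cut short, so they may be incomplete. The lists were drawn from the paper's calls on the same libraries, so passing the unadjusted p-value again is not independent evidence. In the MA (+) and CON comparison, 31 of 35 listed genes passed, with 22 upregulated and 9 downregulated. In each of these comparisons 4 genes passed the adjusted p-value of edgeR, against 14 in the MA (−) group and 17 in the MA (+) group with DESeq2. With a rat left out, edgeR gave 0 to 3 and 1 to 12. Between the MA (+) and MA (−) groups, 6 of 8 listed genes passed the unadjusted p-value, and DESeq2 called 2 by its adjusted p-value. The edgeR test called 0, the lowest value being 0.297 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.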

**FIGURE 3:**
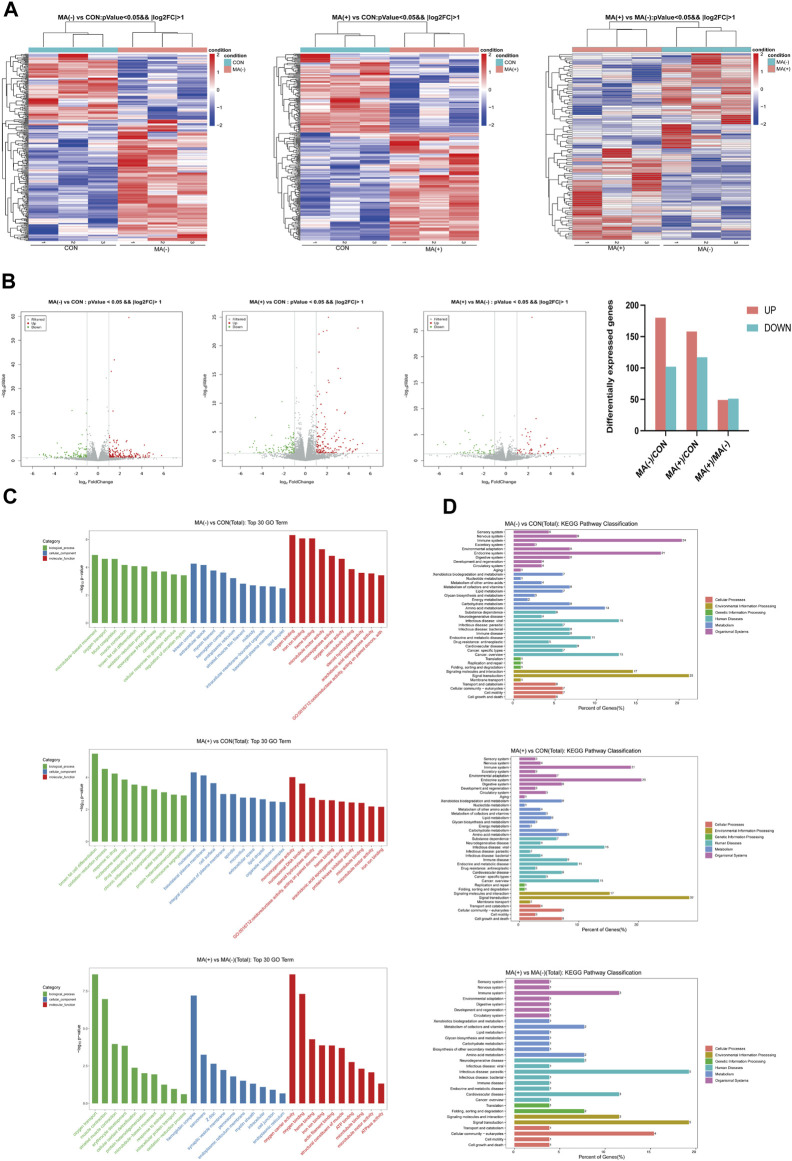
Changes in gene expression levels were observed in the MA (−) and MA (+) groups. **(A)**. Heat map of differentially expressed gene hierarchical Clustering between different groups (n = 3). The color ranges from blue to red means low to high gene expression abundance. **(B)**. Volcano Plot of differentially expressed genes between different groups. Red origin points mean significantly upregulated genes, green origin points mean significantly downregulated genes, and gray points mean insignificant genes. **(C)**. GO enrichment analysis of differentially expressed genes between different groups. **(D)**. KEGG enrichment analysis of differentially expressed genes between different groups.

Elevated expression of phosphatidylcholine may be associated with the downregulation of CYP1A2 expression.

Correlation analysis was performed for differentially expressed metabolites and genes between the MA (−) and MA (+) groups to further explore the mechanisms underlying the development of MA. The R software was used to calculate the Pearson correlation coefficients for differentially expressed metabolites and genes, then draw the correlation heat map of differentially expressed metabolites and genes (Figure 4A). 

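The lipid values of the paper's supplement were set against the Cyp1a2 FPKM of the library with the same name, for the 3 MA (−) and 3 MA (+) replicates. The paper's text does not state whether a lipid sample and a library of the same name come from the same rat, and a pair of the same name is counted as 1 rat here. In MA (−) replicates 1 to 3, Cyp1a2 was at 0.0890, 0.845 and 0.164 FPKM, and the paper's value of PC(16:0/20:4), a phosphatidylcholine, was 56485, 45487 and 49633. In MA (+) replicates 1 to 3, Cyp1a2 was at 0, 0.137 and 0.0616 FPKM and the paper's lipid value was 62960, 54380 and 61061. Pearson's r was −0.814 over the 6 rats (exact permutation test over all 720 pairings, two-sided p = 0.00139, the smallest p these pairings allow), and the paper's r is −0.814. Spearman's rho was −1 (exact permutation test, p = 0.00278). The ranks of Cyp1a2 rest on 3, 29 and 6 counts in MA (−) replicates 1 to 3 and on 0, 5 and 2 in MA (+) replicates 1 to 3. Apart from MA (−) replicate 2, the exact Clopper-Pearson intervals of these counts all overlap. Counting error alone could thus reorder those libraries, and rho does not show an ordered relation among them. Adjusted over the 20 lipids of the paper's table by the Benjamini-Hochberg method, the exact permutation p of Pearson's r was 0.0278. The genes and lipids correlated were ones the paper called different between the MA (−) and MA (+) groups. A shared group difference can thus give part of such a correlation, which pairings over all 6 rats do not allow for. Over all 2000 pairs of the table's 100 genes and 20 lipids, 175 pairs (8.75%) had an exact p below 0.05. The lowest adjusted exact p over these pairs was 0.397, but 6 rats allow no exact p under 0.00139, so an adjusted value below 0.05 was nearly out of reach. In the paper's table, 10 of 1999 pairs have an adjusted p-value below 0.05. Without the 2 rats farthest from the median of Cyp1a2, r was −0.966 (exact permutation test over 24 pairings, p = 0.0833). Over all 9 rats, the setting that moved r most, it was −0.563 (exact permutation test, p = 0.0872). With each group's mean removed, an alternative chosen after seeing the data, r was −0.742 (exact permutation test within groups, p = 0.167).

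**Figure D3:**
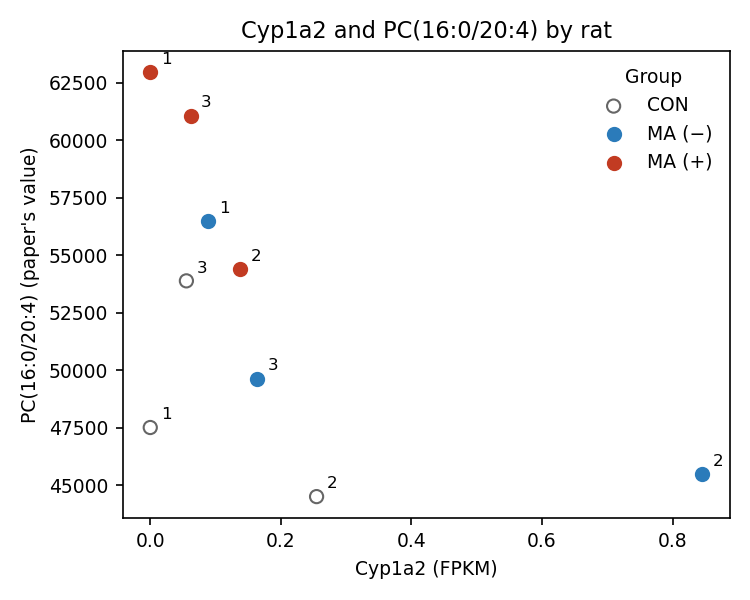
Cyp1a2 in FPKM (x axis) against the paper's value of PC(16:0/20:4) (y axis), 1 point per pair of the same name, with replicate numbers beside the points. The 6 diabetic pairs (filled) fall from 62960 at 0 FPKM to 45487 at 0.845 FPKM, and the 3 CON pairs (open) lie at or below 53880.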

Additionally, Cytoscape software was used to map the correlation network between differentially expressed metabolites and genes (Figure 4B). To investigate transcriptome and metabolome interactions more systematically, we performed a KGML network analysis of differentially expressed metabolites and genes to reflect the network relationship between genes and metabolites (Figure 4C). Therefore, these results indicate that the elevated expression of phosphatidylcholine may be associated with the downregulation of CYP1A2 expression.

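The KGML network names 5 genes of the MA (+) and MA (−) comparison: Aldh18a1, Cyp1a2, Eno2, LOC100910143 and Vkorc1l1. LOC100910143 had 12, 14 and 12 counts in the MA (−) libraries and 16, 18 and 56 in the MA (+) libraries, a log2 fold change of 1.28 (standard error 0.54, q = 0.999 from edgeR with Benjamini-Hochberg adjustment). Without MA (+) replicate 3, it was 0.37. The CON libraries held 14, 83 and 51 counts of LOC100910143.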

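Cyp1a2, which encodes a cytochrome P450 enzyme of the endoplasmic reticulum, had 0, 10 and 2 counts in CON replicates 1 to 3, 3, 29 and 6 in the MA (−) libraries, and 0, 5 and 2 in the MA (+) libraries. Normalized for library size, its mean was 0.196 ± 0.255 CPM in the CON group, 0.667 ± 0.754 in the MA (−) group and 0.123 ± 0.128 in the MA (+) group (SD, n = 3 rats in each). The log2 fold change of the MA (+) group against the MA (−) group was −2.38 (standard error 1.07), with p = 0.0523 and q = 0.999 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and p = 0.2 from a two-sided exact permutation test on the CPM. The groups overlapped. DESeq2 gave −2.44 (p = 0.0283, q = 1.00 with Benjamini-Hochberg adjustment), and the paper's reported values are −2.44 with p = 0.0283. With each rat left out in turn, the log2 fold change stayed between −3.48 and −0.90, the latter without MA (−) replicate 2, which held 29 of the 38 MA (−) counts. Against the CON group, the log2 fold change was 1.70 in the MA (−) group (standard error 1.11). It ranged from 0.22 without MA (−) replicate 2 to 3.52 without CON replicate 2. In the MA (+) group it was −0.68 (standard error 1.21), which turned to 1.14 without CON replicate 2. The exact Clopper-Pearson 95% interval of its share of the gene counts, given as CPM without TMM factors, was 1.05 to 2.26 in MA (−) replicate 2, and 0.0341 to 0.484 and 0.112 to 0.662 in MA (−) replicates 1 and 3. In MA (+) replicates 2 and 3 it was 0.0829 to 0.596 and 0.0139 to 0.414, so a difference between these and MA (−) replicates 1 and 3 was not detectable at this depth. Where no count was found, the smallest share the depth can show, 3 counts, was 0.152 CPM in CON replicate 1 and 0.151 in MA (+) replicate 1. The intervals cover counting error only. From its correlation analysis of lipids and genes and the KGML network, the paper proposes that elevated phosphatidylcholine may be associated with the downregulation of CYP1A2.

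**Figure D4:**
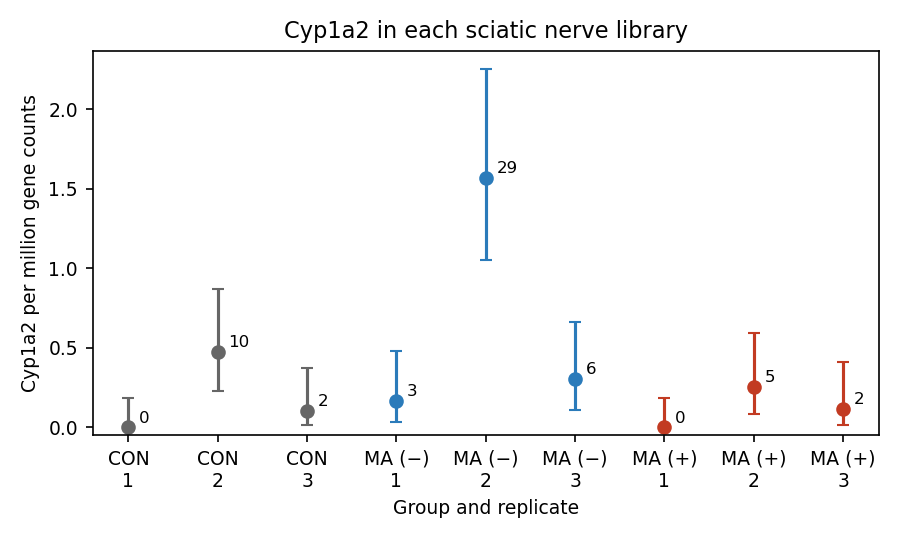
Cyp1a2 in CPM of gene counts without TMM factors (y axis) in each library (x axis), 1 point per rat, with the exact 95% interval of the counting as whiskers and the count beside each point. MA (−) replicate 2, at 1.57 CPM, lies above the other libraries, which are at or below 0.474.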

**FIGURE 4:**
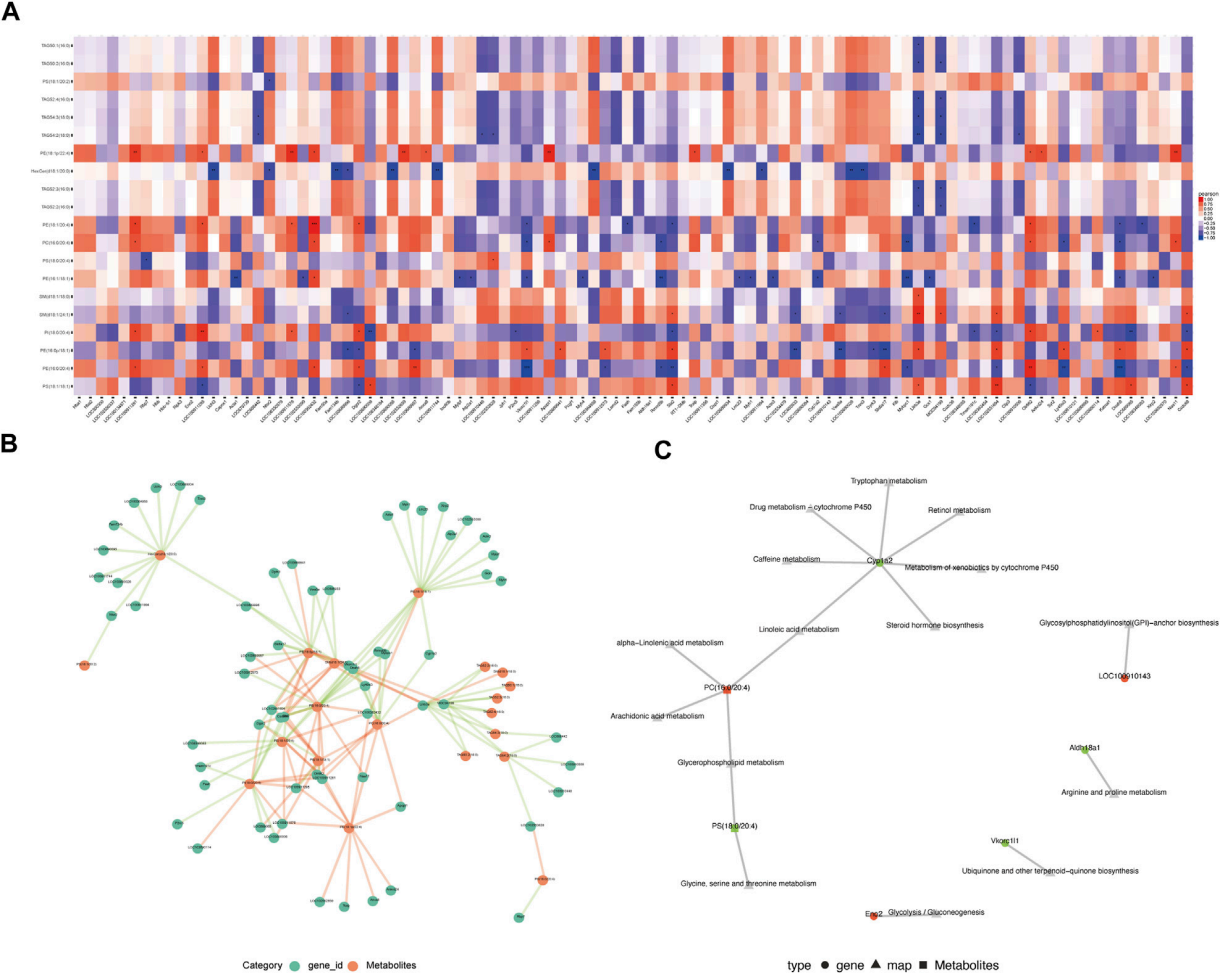
Integrated analysis of lipidomics and transcriptomics. **(A)**. Heat map of the correlation between differentially expressed genes and differentially expressed metabolites. Red is a positive correlation, blue is a negative correlation, and darker color means greater correlation.*p < 0.05, **p < 0.01,***p < 0.001. **(B)**. Association network of differentially expressed genes and differentially expressed metabolites (*p* < 0.05). The red line means a positive correlation, and the green line means a negative correlation. The thickness of the line means the correlation coefficient is high or low. **(C)**. KGML network analysis of differentially expressed genes and differentially expressed metabolites. Red indicates upregulated genes or metabolites, and green indicates downregulated genes or metabolites.

The MA (+) group exhibited decreased expression levels of CYP1A2, more severe myelin sheath degeneration, and accumulation of lipid droplets.

Immunofluorescence staining and transmission electron microscopy scanning were performed to further validate the results of the integrated lipidomics and transcriptomics analysis. Immunofluorescence staining showed that the expression level of CYP1A2 was higher in MA (−) group than MA (+) group (Figure 5A). Transmission electron microscopy showed that degeneration of myelin sheath (Figure 5B: white triangle) and accumulation of lipid droplets (Figure 5B: white arrow) were observed in both the MA (−) and MA (+) groups and these were more severe in the MA (+) group. These results support the downregulation of CYP1A2 expression, more severe degeneration of myelin sheath, and accumulation of lipid droplets in the MA (+) group. Therefore, we deduced that the downregulation of CYP1A2 expression led to myelin sheath degeneration and accumulation of lipid droplets in PDPN rats (Figure 6).

**FIGURE 5:**
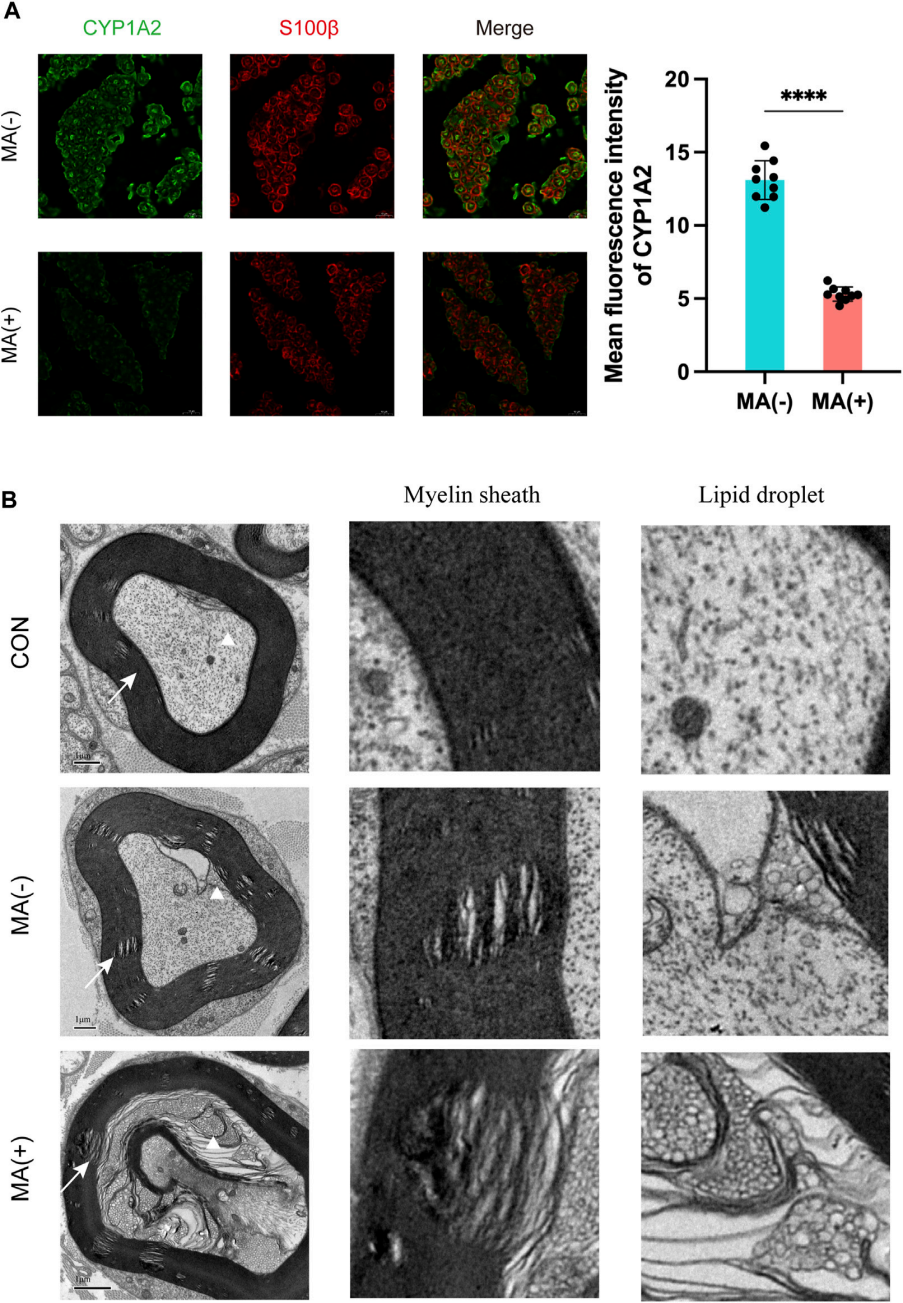
Elevated expression levels of CYP1A2 protein, degeneration of myelin sheath, and lipid droplet accumulation in the sciatic nerve in the MA (+) group. **(A)**. Immunofluorescence staining with anti-CYP1A2 (green) and anti-S100β(red) and quantification showing decreased fluorescence intensity of CYP1A2 in myelinated axons of MA (+) group rats (n = 3). The scale bar is 10 μm. Mean ± SD. Each data point means the value of 1 field examined. **(B)**. Electron microscopy showing degeneration of myelin sheath (indicated by the white arrow) and lipid droplets (indicated by the white triangle) in MA (−) group and MA (+) group rats (n = 3). The scale bar is 1 μm.

**FIGURE 6:**
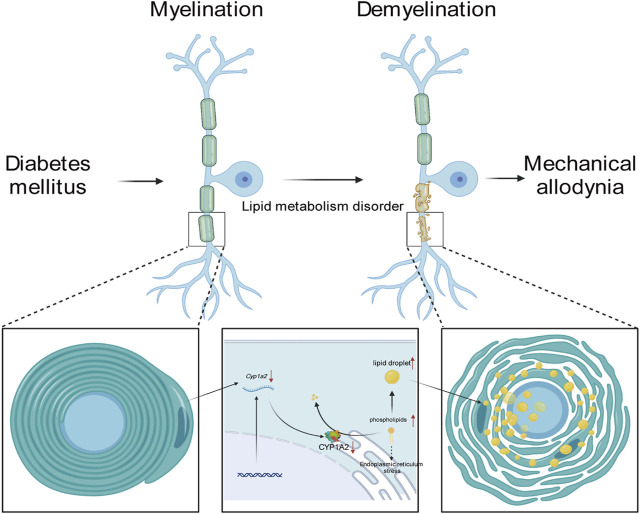
Mechanism of MA regulation by CYP1A2.

## Discussion

In this study, we demonstrated lipid metabolism disorders and transcriptomics alteration in the sciatic nerve of rats in the MA (+) and other groups. To further clarify the regulatory network in the sciatic nerve of rats in the MA (+) group, we performed correlation analysis of differentially expressed metabolites and differentially expressed genes as well as KGML network analysis, and based on the results of the integrated analysis, we predicted that CYP1A2 might be the cause of lipid metabolism disorders in the MA (+) group. IF confirmed the downregulation of CYP1A2 expression in MA (+) group, and more severe lipid droplet accumulation and myelin sheath degeneration that occurred in the MA (+) group was confirmed by transmission electron microscopy. Our study shows that more severe accumulation of lipid droplets and myelin sheath degeneration were found in the sciatic nerve of PDPN rats. Thus, these might be associated with the downregulation of CYP1A2 expression.

Lipidomics analysis showed that the MA (−) and MA (+) groups both had disorders of lipid metabolism, mainly including upregulation of multiple phosphatidylcholines (PC)and phosphatidylethanolamine (PE) lipid expression and downregulation of multiple Triglycerides (TAG) expression. These findings are consistent with the study by Ferdousi and Hua Cheng et al. (Cheng et al., 2006; Ferdousi et al., 2021). Furthermore, more lipid species in the MA (+) group showed upregulation, as shown in Figure 2, suggesting lipid accumulation may cause MA. This finding is similar to previous studies indicating that lipid homeostasis is closely linked to peripheral neuropathy (Cermenati et al., 2015; Freeman et al., 2016; Perez-Matos et al., 2017; O'Brien et al., 2020). Consistent with a previous study (Palavicini et al., 2020), there was no significant difference in the levels of blood glucose between the MA (−) and MA (+) groups, as shown in Figure 1; Supplementary Figure S1, suggesting that MA is primarily associated with hyperlipidemia rather than hyperglycemia. Phosphatidylcholine is synthesized in the ER, which has essential functions, including the provision of membranes required for protein synthesis and export, cholesterol homeostasis, and triacylglycerol storage and secretion (Lagace and Ridgway, 2013). Phosphatidylcholine homeostasis is critical for cells to perform normal physiological functions, and disturbances in phosphatidylcholine metabolism may lead to cellular dysfunction and thus affect sciatic nerve function.

To further elucidate the reason for the upregulation of lipid expression, we performed transcriptome sequencing, which showed that the functions of the differentially expressed genes were primarily linked to the lipid droplet (MA (+) vs CON, MA (−) vs CON) and myelin sheath (MA (+) vs MA (−)) as shown in Figure 3. This suggests that altered expression of genes related to lipid droplets occurred in both diabetic rats and the myelin sheath in the MA (+) group, indicating that lipid overload is closely related to MA. Integrated analysis was performed to understand the network of relationships between altered lipidomics and transcriptomics. Dynamic changes in lipid metabolism within neurons and glial cells resulting in lipid accumulation and lipid droplet formation are present in brain models of various neurodegenerative diseases (Yang et al., 2022), and myelin sheath is essential for the normal function of peripheral nerves. The results suggested that the downregulation of CYP1A2 expression may be responsible for PC accumulation, as shown in Figure 4. Downregulation of CYP1A2 expression in MA (+) was demonstrated by immunofluorescence. Transmission electron microscopy results suggested that the occurrence of lipid droplets was a cause of demyelination and axonal degeneration, as shown in Figure 5. Based on the above findings, we hypothesized that downregulation of CYP1A2 expression results in abnormal PC accumulation in the sciatic nerve of diabetic rats, which ultimately leads to lipid droplets formation, and that the formation of these droplets disrupts the normal morphology of myelin and axons and impairs their function, ultimately resulting in the development of MA.

From the immunofluorescence images (Supplementary Figure S4A), we can see that CYP1A2 is mainly expressed in Schwann cells’ cytosol and medial myelin sheath. The disruption of lipid metabolism in peripheral nerves may have begun first in Schwann cells, consistent with many recent studies on Schwann cells (Nadra et al., 2008; Verheijen et al., 2009; Montani et al., 2018; Meyer Zu Reckendorf et al., 2020). A study showed that an elevated PC/PE ratio impaired ER homeostasis and caused cellular dysfunction (Fu et al., 2011). Another study also demonstrated that elevated 20:4-PC affects the proliferative function of cells (Koeberle et al., 2013). Since similar lipid alterations were seen in our result, these may be another cause of peripheral nerve demyelination in MA rats. Moreover, results of transmission electron microscopy from rats in the MA (+) group showed (Supplementary Figure S4B) that accumulation of lipid droplets and degeneration of myelin sheath occurred primarily in large myelinated fibers (Aβ fibers). According to the gate control theory of pain (Melzack and Wall, 1965; Wall, 1978), Aβ is associated mainly with inhibitory afferents of neuronal signaling. Furthermore, damage in Aβ fibers can block inhibitory nerve action potential afferents, leading to nociceptive hyperalgesia and MA.

In the present study, we investigated the relationship between PDPN and lipid metabolism for the first time. We applied a multi-omics study of lipidomics and transcriptomics in the sciatic nerve of rats, which was verified by immunofluorescence and transmission electron microscopy. We deduce that abnormal CYP1A2 expression disrupts PC lipid metabolism, which might lead to lipid droplet formation and myelin degeneration, ultimately leading to the development of MA in PDPN rats. There are also some limitations to our study, such as how CYP1A2 specifically affects PC metabolism, whether altered expression levels of CYP1A2 have a direct effect on Schwann cell function leading to MA, and whether TAG produced different decreases in the MA (−) and MA (+) groups related to MA, all of which need further investigation. This study used type 1 diabetic rats, and further studies are needed to determine whether our results are consistent with type 2 diabetic rats and human diabetics.

In summary, our results imply that the downregulation of CYP1A2 expression leads to PC lipid disorder and lipid droplet accumulation, and myelin sheath degeneration in PDPN rats. Our study explored the relationship between lipid homeostasis and PDPN for the first time, identified severe lipid droplet accumulation and myelin degeneration in PDPN sciatic nerves, illustrated the importance of dysfunctional lipid metabolism in PDPN, and contributed to our understanding of PDPN.

## Data Availability

The data presented in this study are deposited in the National Center for Biotechnology Information (NCBI) database with the Gene Expression Omnibus (GEO) accession number GSE226315.

## References

[B1] AdibhatlaR. M.HatcherJ. F. (2008). Altered lipid metabolism in brain injury and disorders. Subcell. Biochem. 49, 241–268. 10.1007/978-1-4020-8831-5_9 18751914PMC2293298

[B2] CermenatiG.AudanoM.GiattiS.CarozziV.Porretta-SerapigliaC.PettinatoE. (2015). Lack of sterol regulatory element binding factor-1c imposes glial Fatty Acid utilization leading to peripheral neuropathy. Cell Metab. 21 (4), 571–583. 10.1016/j.cmet.2015.02.016 25817536

[B3] ChaplanS. R.BachF. W.PogrelJ. W.ChungJ. M.YakshT. L. (1994). Quantitative assessment of tactile allodynia in the rat paw. J. Neurosci. Methods 53 (1), 55–63. 10.1016/0165-0270(94)90144-9 7990513

[B4] ChengH.GuanS.HanX. (2006). Abundance of triacylglycerols in ganglia and their depletion in diabetic mice: Implications for the role of altered triacylglycerols in diabetic neuropathy. J. Neurochem. 97 (5), 1288–1300. 10.1111/j.1471-4159.2006.03794.x 16539649PMC2137160

[B5] DeuisJ. R.DvorakovaL. S.VetterI. (2017). Methods used to evaluate pain behaviors in rodents. Front. Mol. Neurosci. 10, 284. 10.3389/fnmol.2017.00284 28932184PMC5592204

[B6] ElafrosM. A.AndersenH.BennettD. L.SavelieffM. G.ViswanathanV.CallaghanB. C. (2022). Towards prevention of diabetic peripheral neuropathy: Clinical presentation, pathogenesis, and new treatments. Lancet Neurol. 21 (10), 922–936. 10.1016/S1474-4422(22)00188-0 36115364PMC10112836

[B7] FerdousiM.KaltenieceA.AzmiS.PetropoulosI. N.PonirakisG.AlamU. (2021). Diagnosis of neuropathy and risk factors for corneal nerve loss in type 1 and type 2 diabetes: A corneal confocal microscopy study. Diabetes Care 44 (1), 150–156. 10.2337/dc20-1482 33144353PMC7783929

[B8] FreemanO. J.UnwinR. D.DowseyA. W.BegleyP.AliS.HollywoodK. A. (2016). Metabolic dysfunction is restricted to the sciatic nerve in experimental diabetic neuropathy. Diabetes 65 (1), 228–238. 10.2337/db15-0835 26470786

[B9] FuS.YangL.LiP.HofmannO.DickerL.HideW. (2011). Aberrant lipid metabolism disrupts calcium homeostasis causing liver endoplasmic reticulum stress in obesity. Nature 473 (7348), 528–531. 10.1038/nature09968 21532591PMC3102791

[B10] HagedornJ. M.EngleA. M.GeorgeT. K.KarriJ.AbdullahN.OvromE. (2022). An overview of painful diabetic peripheral neuropathy: Diagnosis and treatment advancements. Diabetes Res. Clin. Pract. 188, 109928. 10.1016/j.diabres.2022.109928 35580704

[B11] Ingelman-SundbergM. (2004). Pharmacogenetics of cytochrome P450 and its applications in drug therapy: The past, present and future. Trends Pharmacol. Sci. 25 (4), 193–200. 10.1016/j.tips.2004.02.007 15063083

[B12] KoeberleA.ShindouH.KoeberleS. C.LauferS. A.ShimizuT.WerzO. (2013). Arachidonoyl-phosphatidylcholine oscillates during the cell cycle and counteracts proliferation by suppressing Akt membrane binding. Proc. Natl. Acad. Sci. U. S. A. 110 (7), 2546–2551. 10.1073/pnas.1216182110 23359699PMC3574958

[B13] KwonY. J.ShinS.ChunY. J. (2021). Biological roles of cytochrome P450 1A1, 1A2, and 1B1 enzymes. Arch. Pharm. Res. 44 (1), 63–83. 10.1007/s12272-021-01306-w 33484438

[B14] LagaceT. A.RidgwayN. D. (2013). The role of phospholipids in the biological activity and structure of the endoplasmic reticulum. Biochim. Biophys. Acta 1833 (11), 2499–2510. 10.1016/j.bbamcr.2013.05.018 23711956

[B15] LiaoC.YangM.LiuP.ZhongW.ZhangW. (2018). Stable rat model of mechanical allodynia in diabetic peripheral neuropathy: The role of nerve compression. J. Reconstr. Microsurg 34 (4), 264–269. 10.1055/s-0037-1621723 29396983

[B16] LuB.BridgesD.YangY.FisherK.SaltielA. R.ChangL. (2014). Metabolic crosstalk: Molecular links between glycogen and lipid metabolism in obesity. Diabetes 63 (9), 2935–2948. 10.2337/db13-1531 24722244PMC4141363

[B17] MelzackR.WallP. D. (1965). Pain mechanisms: A new theory. Science 150 (3699), 971–979. 10.1126/science.150.3699.971 5320816

[B18] Meyer Zu ReckendorfS.BrandC.PedroM. T.HeglerJ.SchillingC. S.LernerR. (2020). Lipid metabolism adaptations are reduced in human compared to murine Schwann cells following injury. Nat. Commun. 11 (1), 2123. 10.1038/s41467-020-15915-4 32358558PMC7195462

[B19] MontaniL.PereiraJ. A.NorrménC.PohlH. B. F.TinelliE.TrtzmüllerM. (2018). De novo fatty acid synthesis by Schwann cells is essential for peripheral nervous system myelination. J. Cell Biol. 217, 1353–1368. jcb.201706010. 10.1083/jcb.201706010 29434029PMC5881495

[B20] MorgensternJ.GroenerJ. B.JendeJ. M. E.KurzF. T.StromA.GopfertJ. (2021). Neuron-specific biomarkers predict hypo- and hyperalgesia in individuals with diabetic peripheral neuropathy. Diabetologia 64 (12), 2843–2855. 10.1007/s00125-021-05557-6 34480211PMC8563617

[B21] NadraK.de Preux CharlesA. S.MedardJ. J.HendriksW. T.HanG. S.GresS. (2008). Phosphatidic acid mediates demyelination in Lpin1 mutant mice. Genes Dev. 22 (12), 1647–1661. 10.1101/gad.1638008 18559480PMC2428062

[B22] O'BrienP. D.GuoK.EidS. A.RumoraA. E.HinderL. M.HayesJ. M. (2020). Integrated lipidomic and transcriptomic analyses identify altered nerve triglycerides in mouse models of prediabetes and type 2 diabetes. Dis. Model Mech. 13 (2), dmm042101. 10.1242/dmm.042101 31822493PMC6994925

[B23] PalaviciniJ. P.ChenJ.WangC.WangJ.QinC.BaeuerleE. (2020). Early disruption of nerve mitochondrial and myelin lipid homeostasis in obesity-induced diabetes. JCI Insight 5 (21), e137286. 10.1172/jci.insight.137286 33148881PMC7710310

[B24] Perez-MatosM. C.Morales-AlvarezM. C.MendivilC. O. (2017). Lipids: A suitable therapeutic target in diabetic neuropathy? J. Diabetes Res. 2017, 6943851. 10.1155/2017/6943851 28191471PMC5278202

[B25] SaidG. (2007). Diabetic neuropathy--a review. Nat. Clin. Pract. Neurol. 3 (6), 331–340. 10.1038/ncpneuro0504 17549059

[B26] SunH.SaeediP.KarurangaS.PinkepankM.OgurtsovaK.DuncanB. B. (2022). IDF Diabetes Atlas: Global, regional and country-level diabetes prevalence estimates for 2021 and projections for 2045. Diabetes Res. Clin. Pract. 183, 109119. 10.1016/j.diabres.2021.109119 34879977PMC11057359

[B27] VerheijenM. H. G.CamargoN.VerdierV.NadraK.de Preux CharlesA.-S.MédardJ.-J. (2009). SCAP is required for timely and proper myelin membrane synthesis. Proc. Natl. Acad. Sci. 106(50), 21383–21388. 10.1073/pnas.0905633106 19948958PMC2795508

[B28] WallP. D. (1978). The gate control theory of pain mechanisms. A re-examination and re-statement. Brain 101 (1), 1–18. 10.1093/brain/101.1.1 205314

[B29] WangZ.GersteinM.SnyderM. (2009). RNA-seq: A revolutionary tool for transcriptomics. Nat. Rev. Genet. 10 (1), 57–63. 10.1038/nrg2484 19015660PMC2949280

[B30] WishartD. S. (2019). Metabolomics for investigating physiological and pathophysiological processes. Physiol. Rev. 99 (4), 1819–1875. 10.1152/physrev.00035.2018 31434538

[B31] XicotaL.IchouF.LejeuneF. X.ColschB.TenenhausA.LeroyI. (2019). Multi-omics signature of brain amyloid deposition in asymptomatic individuals at-risk for Alzheimer's disease: The INSIGHT-preAD study. EBioMedicine 47, 518–528. 10.1016/j.ebiom.2019.08.051 31492558PMC6796577

[B32] YangD.WangX.ZhangL.FangY.ZhengQ.LiuX. (2022). Lipid metabolism and storage in neuroglia: Role in brain development and neurodegenerative diseases. Cell Biosci. 12 (1), 106. 10.1186/s13578-022-00828-0 35831869PMC9277953

[B33] YoonJ. H.SeoY.JoY. S.LeeS.ChoE.Cazenave-GassiotA. (2022). Brain lipidomics: From functional landscape to clinical significance. Sci. Adv. 8 (37), eadc9317. 10.1126/sciadv.adc9317 36112688PMC9481132

[B34] ZhaoZ. J.ZhengR. Z.WangX. J.LiT. Q.DongX. H.ZhaoC. Y. (2022). Integrating lipidomics and transcriptomics reveals the crosstalk between oxidative stress and neuroinflammation in central nervous system demyelination. Front. Aging Neurosci. 14, 870957. 10.3389/fnagi.2022.870957 35547618PMC9083465

[B35] ZhouH.YangX.LiaoC.ChenH.WuY.XieB. (2022). The development of mechanical allodynia in diabetic rats revealed by single-cell RNA-seq. Front. Mol. Neurosci. 15, 856299. 10.3389/fnmol.2022.856299 35668789PMC9165721

# Supplementary material for: Multi-omics analysis revealed the role of CYP1A2 in the induction of mechanical allodynia in type 1 diabetes
**Source:** Front Genet. 2023 Mar 23;14:1151340. doi: 10.3389/fgene.2023.1151340
**Supplement:** Supplementary file 2

## Supplementary Material

### 1 Supplementary Figures and Tables

#### 1.1 Supplementary Figures 1

A

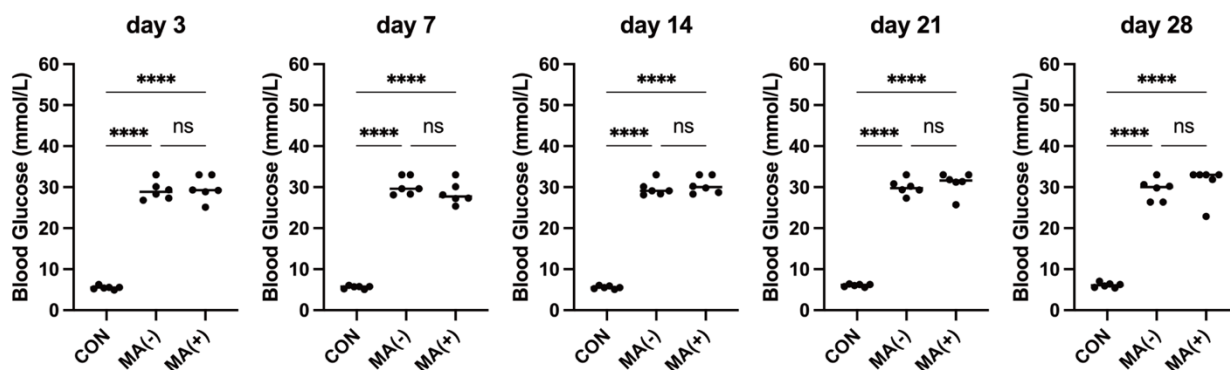

B

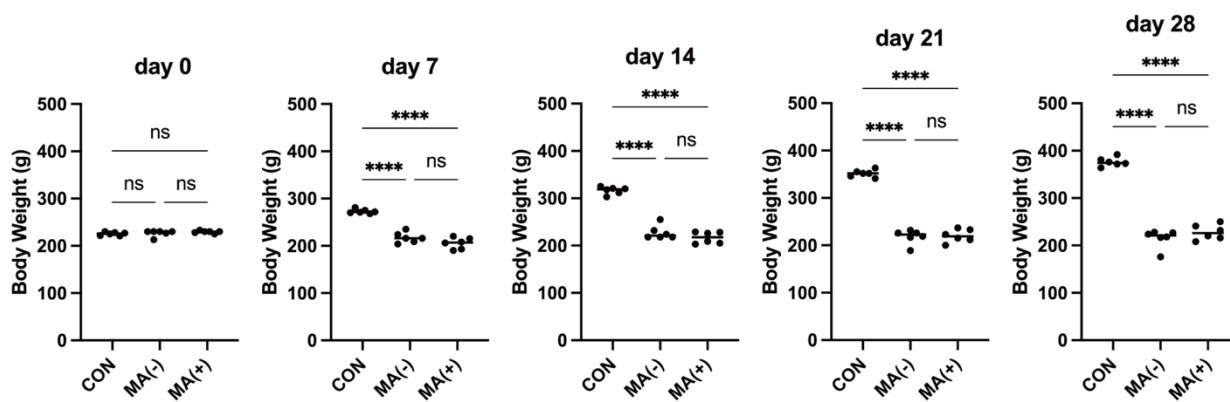

C

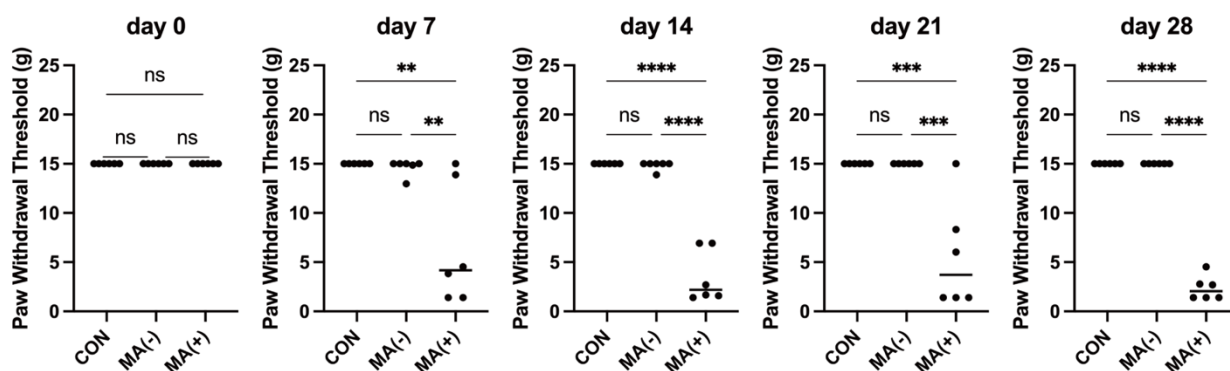

**Supplementary Figure 1. The development of mechanical allodynia in diabetic rats.**

A: Blood glucose levels of rats in different groups. (n = 6) B: Body weight of rats in different groups. C: Paw Withdrawal Threshold in different groups. \* $p < 0.05$ ; \*\* $p < 0.01$ ; \*\*\* $p < 0.001$ ; \*\*\*\* $p < 0.0001$ ; ns, no significant.

**1.2 Supplementary Figures 2**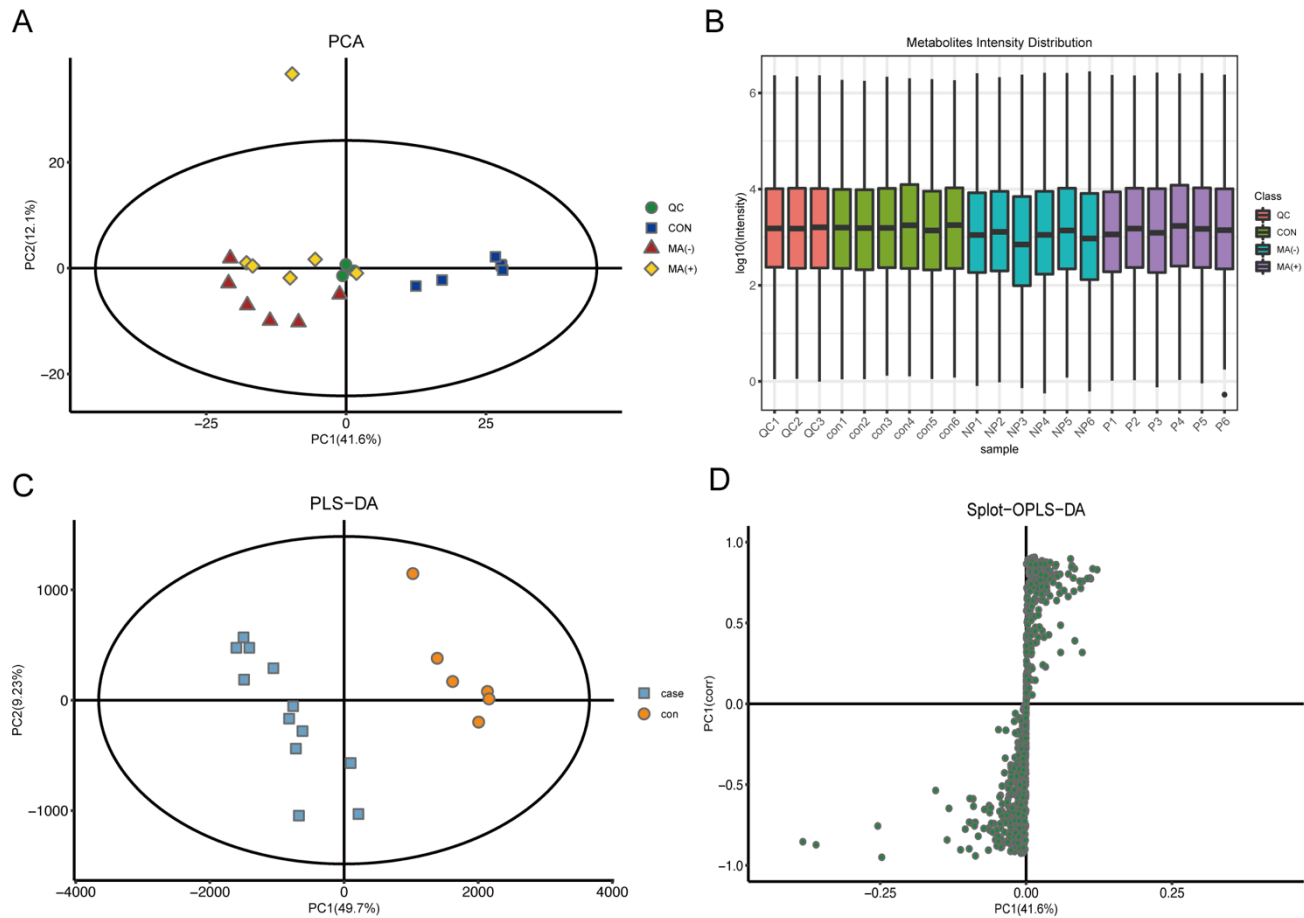**Supplementary Figure 2. Quality control and data analysis of lipidomics**

A: Principle Component Analysis of all samples. B: Boxplot of Sample metabolite intensity. C: Explain and predict differences by Partial least squares-discriminant analysis. D: Splot, the metabolites closer to the upper right and lower left corners indicate their more significant differences. 6 rats in each group.

1.3 Supplementary Figures 3

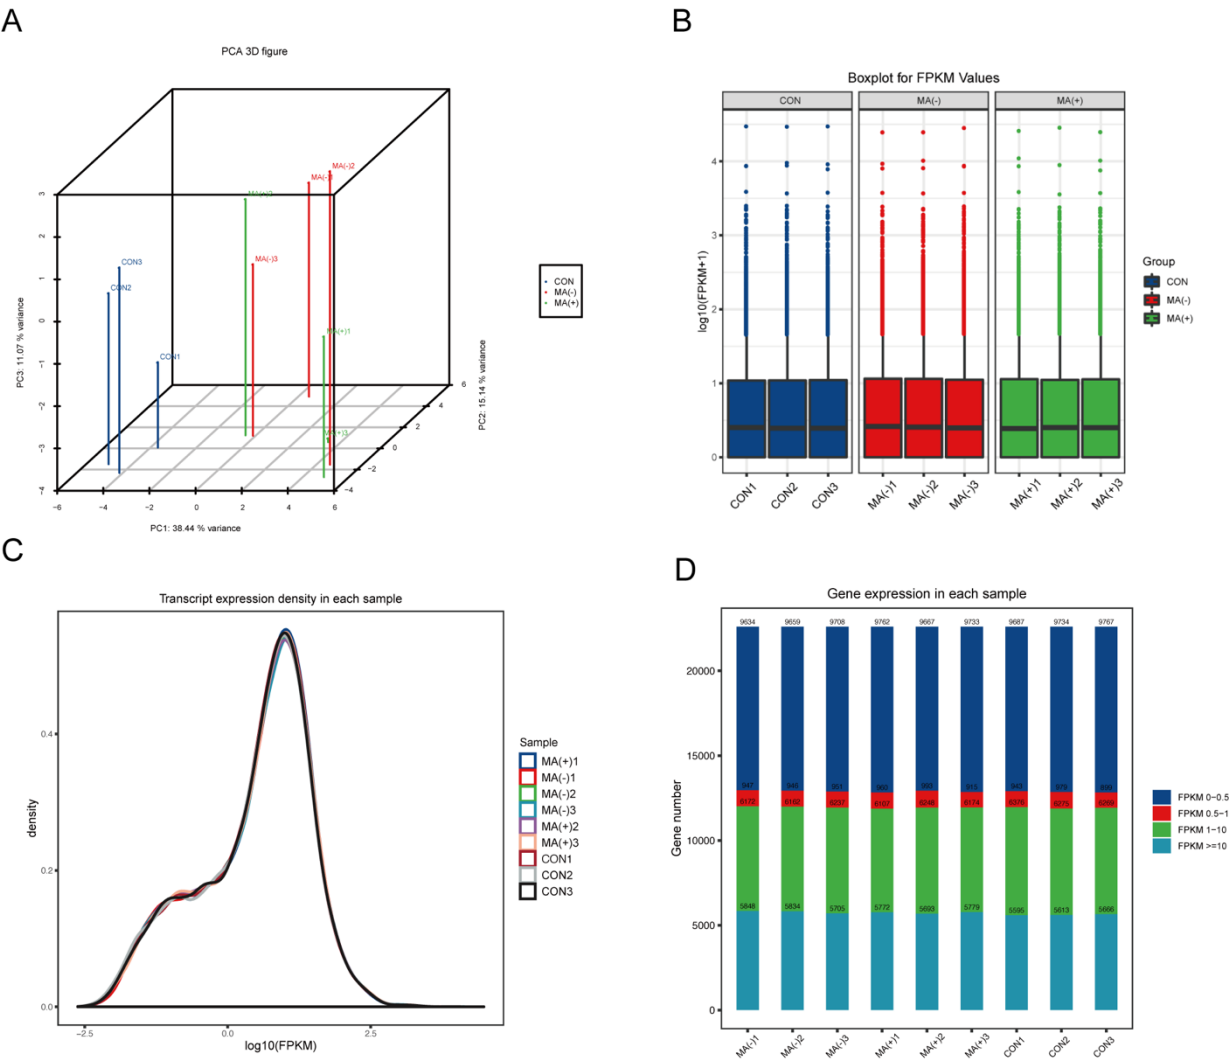

**Supplementary Figure 3. Quality control and data analysis of transcriptomics**

A: Principle Component Analysis of all samples. B: Box plot of FPKM values for each sample genes. 

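FPKM is the count of a gene scaled by the length of the gene and by the total of the library. In the deposited table, each FPKM value of a gene was its count times 1 factor for the gene and 1 for the library. Over genes with a value above 0, the median FPKM was between 4.93 and 5.29 in the 9 libraries, and between 11879 and 12020 genes per library were above 1 FPKM.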

C: Density distribution of FPKM values for each sample genes. D: Expression distribution of FPKM values for each sample genes. 6 rats in each group.

#### 1.4 Supplementary Figures 4

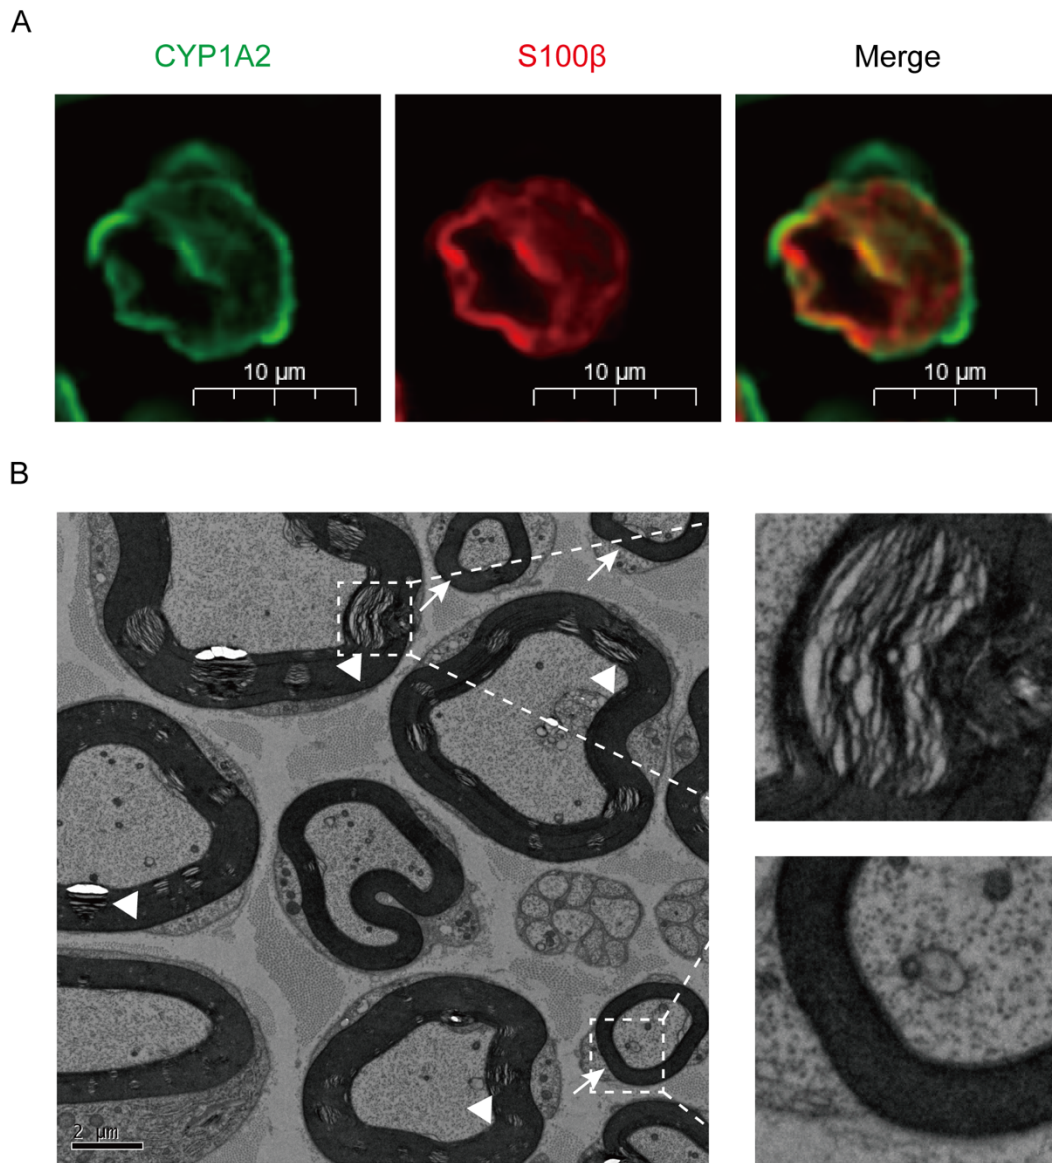

**Supplementary Figure 4. Immunofluorescence staining and TEM scanning of sciatic nerve.**

A: Immunofluorescence staining of the sciatic nerve for CYP1A2(Green) and S100 $\beta$ (Red).

B: TEM scanning of sciatic nerve of rat in MA(+) group. Myelin sheath degeneration and lipid droplet accumulation occur mainly in the thick myelin(white triangle) sheath and rarely accumulate in the thin myelin sheath(white arrow).

# Supplementary material for: Multi-omics analysis revealed the role of CYP1A2 in the induction of mechanical allodynia in type 1 diabetes
**Source:** Front Genet. 2023 Mar 23;14:1151340. doi: 10.3389/fgene.2023.1151340
**Supplement:** Supplementary file 3

(1)Lipidomic and integrated analysis：

R software (version 3.6.2) was used for statistical analyses.

multivariate statistical analyses (PCA, PLS-DA, etc.) were analyzed using the ropls:1.22.0 package of R software.

univariate statistical correlation was performed using the base package:stats:4.0.5.

mapping analysis packages included:pheatmap:1.0.12; ggplot3.3.6; ggrepel:0.9.1; dplyr:1.0.9.

corrplot:0.92 for correlation analysis.

(2)Transcriptomic analysis:

<https://github.com/fjxc1893/RNA-Seq> , Here is the generic code for quality control, comparison and quantification of RNA-seq; and a description of the version of R and related R packages (no specific code is provided for R).

(3) In the raw data of lipidomics and transcriptomics:

the con group is the CON group

the NP group is the MA(-) group

the P group is the MA(+) group.

All data sheets are For review purpose only.

How the deposited data were processed for this re-analysis (not part of the article)

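Sciatic nerve RNA of 9 rats was sequenced, 3 each in the CON, MA (−) and MA (+) groups, and each library was taken as 1 replicate with the condition and replicate number in its label. The authors deposited 1 table of counts and 1 of FPKM values over all 9 libraries, which also list circular RNAs. The deposited expected count values are the numbers of reads the authors assigned to each gene or transcript by their own alignment and counting before deposit, whose program and genome build the paper's text does not name. The supplement links to generic code for these steps, which may name the program. Gene symbols carry whole counts, while 11252 of the 17568 transcript identifiers carry fractions, so the transcripts were rounded before testing, although the design had assumed counts. The FPKM values are the authors' counts scaled by a factor for each gene and library, as deposited. 2 names occur more than once, since their symbols had been turned into dates. All columns of per-sample values of the count table were read. The values of circular RNAs in the FPKM table carry no gene length and were not used.

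Counts were tested with edgeR 4.0.16 in R 4.3.3. Each comparison used only the 6 libraries of its 2 groups, TMM normalization, a mean count over 2, a robust quasi-likelihood fit and Benjamini-Hochberg adjustment. The standard error of a log2 fold change is its size divided by the square root of the F statistic. Calls needed a fold change above 2 and an adjusted or unadjusted p-value below 0.05. CPM are counts scaled to the TMM-normalized library, except in the intervals of Cyp1a2, which use the plain sum of gene counts. Genes at or under 3 counts in every library of a group were given a bound against that floor in place of a log2 fold change. The genes named were Cyp1a2, the genes of the paper's supplement under the terms its text names, those of its KGML network, and the 5 largest changes in each comparison among called genes reaching 1 CPM in a group. Some of the supplement's lists look cut short. Its lists of calls for the MA (−) and the MA (+) group against CON hold the same 275 genes. Gene sets were tested by limma 3.58.1 (fry). Distances used log2 CPM with a prior count of 2.

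The alternatives were DESeq2 1.42.0, its size factors in edgeR, no filter, at least 10 counts in at least 3 libraries, all 9 libraries in 1 fit, the replicate number as a block, and each rat left out. The replicate numbers come from the labels, and rats with the same number in different groups are different animals. Correlations were computed with scipy 1.17.1 over all pairings, and figures with matplotlib 3.10.9. Tested on simulated counts with 200 genes changed by 2 or 3 on the log2 scale, well above the fold change needed for a call, the edgeR test called 91.5%, 87.7% and 89.3% of the 199, 195 and 197 changed genes that were tested, among 15655, 15630 and 15607 genes, in the order MA (−) against CON, MA (+) against CON and MA (+) against MA (−). Of all calls, 2.15%, 3.93% and 3.30% were false. On these simulated counts edgeR called 186, 178 and 182 genes and DESeq2 called 190, 179 and 184. In the real libraries the tests differed, with 25, 17 and 0 genes from edgeR against 85, 88 and 12 from DESeq2. The simulated counts do not reproduce what parts the tests there, so these percentages are not the power in the real libraries. With no gene changed, 2, 1 and 3 genes were called by the adjusted p-value and 131, 123 and 136 by the unadjusted one. Sums of gene counts lie between 17454907 and 21118780 per library, where a floor of 3 counts is between 0.142 and 0.172 CPM. Enrichment of GO and KEGG terms was not analysed here, since the tables carry no terms. The lipid values were read from the paper's supplement, and the imaging and behaviour data were not analysed here.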

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

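In this part, the tests of other splits of the rats and of library size were chosen only after the result was seen. The test of time of day was set beforehand. Its threshold of 0.05 for the morning genes in the MA (+) group was added after their values were seen.

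Clock genes that peak in the evening differed between diabetic and control nerves, in genes that the paper's text does not discuss, although its supplement lists a circadian rhythm term for the MA (−) and CON groups. The mean log2 fold change of 9 such genes was 1.45 in the MA (−) group and 0.96 in the MA (+) group against CON, with 9 of 9 genes higher in each. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 7 and 5 of them had an adjusted p-value below 0.05. Per2 rose by 1.22 and 0.73 on the log2 scale, and Nr1d2 by 1.49 and 1.26. From the MA (−) to the MA (+) group the mean change was −0.49, with 9 of 9 genes lower. Of the 4 splits of the 6 rats that part all same-numbered rats, 1, the real one, gave a set mean as large in each of the 3 comparisons. The other 6 splits, which keep some same-numbered rats together, reached at most 0.67 and 0.50 against CON and 0.41 between the diabetic groups. With 10 splits the share is never under 0.1, so chance cannot be ruled out by this count.

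A candidate explanation is the time of day at which the tissue was taken, which the paper's text does not give. It predicts that genes peaking in the morning move the other way. Their mean over 5 genes was −0.63 in the MA (−) group, with 5 of 5 lower, and −0.47 in the MA (+) group, with 3 of 5 lower. By limma's rotation test, the first mean passed 0.05 and the second did not, so the test leaves it open for the MA (+) group. The 5 log2 fold changes were −1.04 and −0.96 for Arntl, −1.26 and −1.10 for Npas2, −0.77 and −0.53 for Nfil3, −0.054 and 0.096 for Clock, and −0.0025 and 0.17 for Cry1 in the MA (−) and MA (+) groups. The real split alone gave a morning mean as large, 1 of 4 in each comparison with CON. With DESeq2's size factors the evening means were 1.45 and 0.96, but these factors hardly differ from those of TMM here, so that test says little of library size or of the most abundant genes. Either of these could leave a shift shared by genes of the same expression. In 10000 random sets of 9 genes matched on mean expression, the largest absolute mean was 0.60 in the MA (−) group and 0.70 in the MA (+) group (permutation p = 0.0001 in each, the smallest these sets can give), which goes against such a shift as the source of the rise. In the MA (−) group the means moved as a shift of phase would move them, which time of collection may give and an effect of diabetes on the clock may give as well. The pattern cannot be told apart from the time of collection.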

How the results depend on the processing

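The alternatives were chosen before the data were examined, except those for transcript features, clock genes, proliferation genes and the myelin genes against CON, the correlation with group means removed, and Spearman's rho over all 9 rats, which were chosen after seeing the data. Apart from fits that left out a rat, 110 of the values that answer a comparison stayed within their bounds, 17 moved, 6 were weaker and 1 reversed. With a rat left out, 145 stayed, 11 moved, 13 were weaker, 2 were stronger and 3 reversed. For single genes and lists, 278 stayed, 11 moved, 10 were weaker and 8 stronger, and with a rat left out 251 stayed, 21 moved, 36 were weaker, 2 stronger and 1 reversed. The cause was not tested for any result below.

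By adjusted p-value, DESeq2 called 85 genes between the MA (−) and CON groups, 88 between the MA (+) and CON groups and 12 between the MA (+) and MA (−) groups, where edgeR called 25, 17 and 0, the last with 104 genes by the unadjusted p-value. All 25 and all 17 were among DESeq2's. Without a filter, edgeR called 41, 28 and 2 genes, and with all 9 libraries in 1 fit 15 and 5 against CON. With each rat left out, the counts ranged from 5 to 34, from 5 to 103 and from 0 to 5. By the unadjusted p-value, at least 10 counts in at least 3 libraries gave 190 genes against 304 for the MA (−) and CON groups and 49 against 104 between the diabetic groups, where leaving out a rat gave 102 to 158.

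With the replicate number as a block, 48 genes passed the adjusted p-value between the MA (−) and CON groups, and the evening clock mean between the diabetic groups was −0.48, no longer past the threshold, as was the mean of the myelin genes in the MA (−) group against CON, −0.17. Deviations of same-numbered rats had a mean correlation of −0.051, −0.026 and −0.067 in the 3 comparisons, so the numbers gave no sign of a pairing.

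Of transcript features, edgeR called 0 in each comparison by the adjusted p-value and 173, 193 and 126 by the unadjusted one. DESeq2 called 16, 19 and 10 by its adjusted p-value. With each rat left out, edgeR gave 0 to 1 in each comparison. At least 10 counts in at least 3 libraries gave 96, 114 and 60 by the unadjusted p-value.

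The correlation of Cyp1a2 with PC(16:0/20:4) kept its sign in every setting run. It was −0.966 without the 2 rats farthest from the median (exact permutation test, p = 0.0833), −0.563 over all 9 rats (p = 0.0872 from the exact permutation test), −0.742 with group means removed (exact permutation test, p = 0.167) and −0.586 as rho over 9 rats (exact permutation test, p = 0.103). With each rat left out it ranged from −0.961 to −0.807, past the threshold in 5 of 6 fits.

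The mean of the myelin genes between the MA (+) and MA (−) groups, −0.0068, turned to 0.010 with at least 10 counts in at least 3 libraries, and ranged from −0.053 to 0.030 with a rat left out, above 0 in 3 of 6 fits. With each rat left out, the adipocyte mean in the MA (−) group ranged from 0.79 to 1.24, the latter past the threshold, the evening clock mean between the diabetic groups from −0.59 to −0.34 (no longer past the threshold in 5 of 6 fits), the morning clock mean in the MA (−) group from −0.75 to −0.54 (in 1 of 6) and the proliferation mean in the MA (+) group from −1.48 to −0.93 (in 2 of 6). The myelin mean against CON ranged from −0.21 to −0.12 in the MA (−) group, no longer past the threshold in 4 of 6 fits, and from −0.23 to −0.13 in the MA (+) group, past it in 1 of 6. The log2 fold change of Cyp1a2 in the MA (+) group against CON, −0.68, ranged from −1.77 to 1.14, the latter without CON replicate 2. With 7 counts in the 3 MA (+) libraries, depth limits what can be said of Cyp1a2.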

Differences from the paper's values

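By an adjusted p-value below 0.05 and a fold change above 2, the criterion of the paper's methods, the edgeR test called 16 upregulated genes in the MA (−) group against the paper's 180, and 9 downregulated genes against the paper's 102. In the MA (+) group it called 17 upregulated genes against the paper's 158 and 0 downregulated genes, with 118 by the unadjusted p-value, against the paper's 117. Between the MA (+) and MA (−) groups it called 0 upregulated and 0 downregulated genes, with 54 and 50 by the unadjusted p-value, against the paper's 49 and 51. By the adjusted p-value, none of the alternatives set before the data were examined closed any of these 6 gaps. DESeq2, the program of the paper's methods, gave 56, 29, 64, 24, 9 and 3 in the same order. By the unadjusted p-value below 0.05 printed in Figure 3, the edgeR test called 186, 118, 172, 118, 54 and 50 genes in that order. DESeq2 called 173, 99, 149, 108, 47 and 50 by the unadjusted p-value. Both sets of counts lie close to the paper's, so the gaps follow the choice between the adjusted and the unadjusted p-value.

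The paper's supplement calls Cyp1a2 downregulated between the MA (+) and MA (−) groups. The edgeR test did not call it by the unadjusted p-value, while DESeq2, edgeR without a filter and edgeR with the replicate block did. Ces1d and Plin4 are likewise among the paper's genes in the MA (−) group and were called by DESeq2 but not by edgeR, Ces1d also with all 9 libraries in 1 fit. Plin4 in the MA (+) group was called by DESeq2 and with the block. Between the diabetic groups, Atp2a1 and Jph1 were called by DESeq2 and with all 9 libraries in 1 fit, and Hba1 by DESeq2.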

Other observations

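In this part, the splits for gene sets and transcript features, the genes that vary among control rats, the comparison with simulated counts, and the correlation with group means removed were tests chosen only after the result was seen.

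Of the 4 splits of the 6 rats that part all same-numbered rats, the real one included, 1 gave as many genes as the real one by the adjusted and 1 by the unadjusted p-value, both for the MA (−) and for the MA (+) group against CON. Between the MA (+) and MA (−) groups, 3 of 4 splits gave as many as the 104 genes by the unadjusted p-value. By the adjusted one, the real split gave 0 genes, so 4 of 4 splits give as many by construction and this count tells nothing. The other 6 splits gave between 101 and 166 genes there. For transcript features by the unadjusted p-value, 2, 1 and 4 of 4 splits gave as many, in the same order of comparisons. For the myelin genes, 1 of 4 splits, the real one, gave a mean as large against CON in each comparison, and 4 of 4 did between the diabetic groups. Against CON, the myelin mean passed 0.05 in limma's rotation test in the MA (−) group only. No explanation of it was tested.

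Genes that differ between rats whatever their group are a candidate explanation of the 104 genes called between the MA (+) and MA (−) groups by the unadjusted p-value. Of these, 31 genes (29.8%) ranged over more than 1 on the log2 scale among the 3 CON libraries. In 10000 lists matched on mean expression, the median was 7 (6.73%) and the highest 19 (permutation p = 0.0001, the smallest these lists can give). The genes vary more among controls than matched genes do, which is in line with that explanation for part of them. Chance calls may account for the others. Simulated counts with no gene changed gave 136 such calls for these groups, and 8 of the 10 splits of the 6 rats gave at least 104.

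Cyp1a2 was highest in MA (−) replicate 2. Reads from liver RNA could give this, and liver genes were highest in that library as well. The correlation of Cyp1a2 with liver genes over the 9 libraries was 0.519 (exact permutation test, p = 0.132, adjusted over 4 relations 0.132). It was −0.0626 without MA (−) replicates 1 and 2, which leaves out the library in question. Liver genes rose against CON by means of 1.20 in the MA (−) group and 0.78 in the MA (+) group on the log2 scale. Neither mean passed 0.05 in limma's rotation test, so liver RNA stays open. Genes of the muscle contraction term had a mean log2 fold change of −2.28 between the MA (+) and MA (−) groups, with 5 of 6 lower, which did not pass 0.05 in limma's rotation test. The called muscle genes varied with other skeletal muscle genes, with r = 0.945 (exact permutation test, p = 0.00390, adjusted 0.0156) and rho of 0.567 (exact permutation test, p = 0.121). Without MA (−) replicates 2 and 3, r was 0.768 (exact permutation test, p = 0.131), so the relation rests largely on these 2 libraries. Skeletal muscle in the samples of these rats may account for it. Cyp1a2 varied with the called muscle genes as well, with r = 0.921 (exact permutation test, p = 0.0139, adjusted 0.0277), but r was 0.377 without those 2 libraries (exact permutation test, p = 0.365), so this relation rests on them as well. With group means removed, r was 0.903 for Cyp1a2 (exact permutation test within groups, p = 0.0185). For the other skeletal muscle genes it was 0.930 (exact permutation test within groups, p = 0.0463). Both values still include those 2 libraries.

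Globin genes were higher in the MA (+) than in the MA (−) group, with a mean log2 fold change of 1.97 and 6 of 6 genes higher, which did not pass 0.05 in limma's rotation test. Residual blood could give this. Globin genes varied with other erythroid genes with r = 0.655 (exact permutation test, p = 0.0610, adjusted 0.0813) and rho of 0.9 (exact permutation test, p = 0.00203). Without CON replicate 3 and MA (+) replicate 1, r was 0.873 (exact permutation test, p = 0.00714), and with group means removed it was 0.385 (exact permutation test within groups, p = 0.106), so the pattern cannot be told apart from residual blood. The paper states that the rats were perfused with saline.

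Lipid droplet genes were higher in the diabetic nerves, by a mean log2 fold change of 1.32 in the MA (−) group and 1.54 in the MA (+) group. More adipocyte RNA in the sample may contribute. Adipocyte genes outside the term rose by 0.99 and 1.20. A set of 8 lipid droplet genes not limited to adipocytes had means of −0.23 and −0.10, with 4 of 8 higher in each. These means rest mainly on Pnpla2, at −1.50 and −1.35 with standard errors of 1.36 and 1.24. In the MA (+) group Dgat1, Fitm2 and Plin3 rose by 0.29, 0.37 and 0.18, while Soat1 fell by 0.26. In the MA (−) group Dgat1 and Fitm2 rose by 0.26 and 0.25, while Plin2 fell by 0.27. These genes were named after their values were seen. The genes of this set thus moved in both directions. The set does not stand for other cell types alone, so it cannot part adipocyte RNA from a change in other cells. For the MA (−) group the rise of the adipocyte genes did not pass the threshold of limma's test, so the test leaves the explanation open there. For the MA (+) group the rise of the adipocyte genes passed it. Of the adipocyte genes, 8 outside the paper's calls had smaller means of 0.31 and 0.35. For the adipocyte genes, 1 of 4 splits, the real one, gave a mean as large in each comparison with CON, and 1 of the other 6 splits did for the MA (−) group, at 1.04.

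Proliferation genes were lower in the diabetic nerves, by a mean log2 fold change of −1.06 in the MA (−) group, with 11 of 13 lower, and −1.11 in the MA (+) group, with 12 of 13 lower. The real split alone gave a mean as large, 1 of 4 in each. No explanation of it was tested. The Y-linked genes Eif2s3y and Kdm5d were above 1 CPM in 9 of 9 libraries, which goes against rats of both sexes as an explanation of Ddx3y among the called genes.

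The correlation of Cyp1a2 and PC(16:0/20:4) over the 6 diabetic rats could come from a difference of both between the MA (−) and MA (+) groups. With group means removed, r was −0.742 (exact permutation test within groups, p = 0.167), so the test leaves this open.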
